# Urinary cytokeratin 20 as a predictor for chronic kidney disease following acute kidney injury

**DOI:** 10.1172/jci.insight.180326

**Published:** 2024-05-28

**Authors:** Rui Ma, Han Ouyang, Shihong Meng, Jun Liu, Jianwei Tian, Nan Jia, Youhua Liu, Xin Xu, Xiaobing Yang, Fan Fan Hou

**Keywords:** Nephrology, Chronic kidney disease, Cytoskeleton

## Abstract

**BACKGROUND:**

Identifying patients with acute kidney injury (AKI) at high risk of chronic kidney disease (CKD) progression remains a challenge.

**METHODS:**

Kidney transcriptome sequencing was applied to identify the top upregulated genes in mice with AKI. The product of the top-ranking gene was identified in tubular cells and urine in mouse and human AKI. Two cohorts of patients with prehospitalization estimated glomerular filtration rate (eGFR) ≥ 45 mL/min/1.73 m^2^ who survived over 90 days after AKI were used to derive and validate the predictive models. AKI-CKD progression was defined as eGFR < 60 mL/min/1.73 m^2^ and with minimum 25% reduction from baseline 90 days after AKI in patients with prehospitalization eGFR ≥ 60 mL/min/1.73 m^2^. AKI-advanced CKD was defined as eGFR < 30 mL/min/1.73 m^2^ 90 days after AKI in those with prehospitalization eGFR 45–59 mL/min/1.73 m^2^.

**RESULTS:**

Kidney cytokeratin 20 (CK20) was upregulated in injured proximal tubular cells and detectable in urine within 7 days after AKI. High concentrations of urinary CK20 (uCK20) were independently associated with the severity of histological AKI and the risk of AKI-CKD progression. In the Test set, the AUC of uCK20 for predicting AKI-CKD was 0.80, outperforming reported biomarkers for predicting AKI. Adding uCK20 to clinical variables improved the ability to predict AKI-CKD progression, with an AUC of 0.90, and improved the risk reclassification.

**CONCLUSION:**

These findings highlight uCK20 as a useful predictor for AKI-CKD progression and may provide a tool to identify patients at high risk of CKD following AKI.

**FUNDING:**

National Natural Science Foundation of China, National Key R&D Program of China, 111 Plan, Guangdong Key R&D Program

## Abstract 2

Cytokeratin 20 levels in urine are predictive of the progression of acute kidney injury to chronic kidney disease and may help identify patients at-risk early after injury.

## Introduction

Acute kidney injury (AKI) is a major global health problem with an annual incidence of 13 million cases worldwide (1) and is associated with increase in mortality and health care cost (2). AKI has long been considered a reversible condition. However, large population-based studies have demonstrated that patients who survive an episode of AKI are at considerable risk for progressing to chronic kidney disease (CKD) (3–5), a condition currently affecting 9% of the world’s population and responsible for 1.2 million annual deaths (6). To date, there is no pharmacological strategy to treat AKI or prevent disease progression from AKI to CKD. Studies to develop and evaluate the role of the prognostic markers for AKI to CKD progression would be of value and may ultimately guide monitoring of kidney function, appropriate follow-up, and selection of participants for clinical trials of novel interventions to prevent AKI to CKD progression.

Clinical and animal studies have demonstrated that the severity of AKI is a robust predictor for progression to CKD (7–9). Patients who have higher concentrations of serum creatinine or require dialysis are at especially high risk for progression to CKD (7). Furthermore, histologically diagnosed acute tubular injury (ATI) (8), particularly severe ATI, is often associated with progressive CKD (8–10). However, defining severe AKI by the currently used marker serum creatinine concentration has several limitations (10), and AKI is not frequently biopsied. Therefore, searching for a novel biomarker that can reflect the severity of ATI and be noninvasively measured may help physicians identify patients who are at high risk for AKI to CKD progression.

In this study, we established 2 types of mouse AKI model by kidney ischemia/reperfusion injury (IRI), i.e., mild AKI (kidney injury recovered after IRI) and severe AKI (kidney fibrosis occurred after IRI). By applying a kidney transcriptome-sequencing approach, we identified a noninvasive biomarker, cytokeratin 20 (CK20), for predicting AKI to CKD progression. In 2 cohorts of patients with AKI, we found that urinary concentrations of CK20 (uCK20) accurately predicted histologically severe ATI and AKI to CKD progression with excellent performance, particularly when added to an established clinical model (11). This finding may provide a tool to identify patients at high risk of CKD early following AKI.

## Results

### Identification of a candidate biomarker for predicting AKI to CKD progression

As the first step, we developed 2 types of IRI mouse model, mild (20-minute ischemia) and severe (40-minute ischemia) AKI. Although both models had increased serum creatinine within the first 3 days after IRI, tubular injury and renal function recovered within 7 days after IRI in mild AKI. In severe AKI, the histological tubular injury persisted and was followed by tubulointerstitial fibrosis 14 days after IRI. Similarly, subsequent tubulointerstitial fibrosis also was observed 14 days after the folic acid (FA) injection model of AKI (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.180326DS1).

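The RNA of kidney cortex was sequenced from 24 male C57BL/6 mice after ischemia/reperfusion of the left kidney, in which a clamp on the renal pedicle stops the blood flow until it is released. The pedicle was clamped for 20 minutes in the mild model and for 40 minutes in the severe model. The left kidney (IRI) and the right kidney (self-control) of each mouse were both sequenced, which gives 48 libraries in 8 groups of 6 kidneys, 1 group for each kidney, ischemia time and day (1 or 3). The labels give each control kidney the day of its left kidney. The methods describe the removal of the right kidney before the clamp, so the time at which the controls were taken is open. If it was before the clamp, ischemia cannot be told apart from the operation or the loss of the right kidney in comparisons with controls. The authors enriched mRNA, aligned the reads to GRCm38 with HISAT2 and calculated FPKM, which divides the fragments of a transcript by its length and by the number of mapped fragments.

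The values used here are the authors' FPKM of 33953 transcripts, each of which reached 0.5 FPKM in at least 1 library. Of these, 33871 were found by their Ensembl identifier in GENCODE M21. FPKM was summed per gene symbol (14238 symbols), genes with a mean of at least 0.01 FPKM in the kidneys compared were kept, and log2(FPKM + 0.01) was fitted with limma. A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, which are the thresholds that the paper states. Read numbers are not in the files. They were estimated from the spacing of the FPKM of 1509 genes with a single transcript, on the assumption that these are multiples of the value of 1 read (16 of the 19 control values of Krt20 above 0 lie near such a multiple), as 9470000 to 16000000 read pairs per library (median 12500000). The estimates were 11400000 to 16000000 for 20-minute IRI and 12500000 to 15700000 for 40-minute IRI on day 1, with 11800000 to 13200000 and 10100000 to 12200000 in their controls. On day 3 they were 9470000 to 13800000 and 12200000 to 14600000 after IRI, and 11100000 to 14500000 and 11500000 to 13700000 in the controls.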

To identify the markers for predicting AKI to CKD progression, we applied a transcriptome-driven sequencing strategy to screen the upregulated genes in the 2 IRI models. 

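Krt20 RNA was close to absent from the control cortex and was present in every kidney after IRI, at both ischemia times and on both days. The level was highest 1 day after 40 minutes of ischemia. Relative to its mean it varied more between mice after 20 minutes than after 40 minutes. Krt20 (ENSMUSG00000035775.2) encodes the intermediate filament protein CK20 and lies on the minus strand of chromosome 11 of GRCm38, from 99428403 to 99438150, with 1 transcript. On day 1 it stood at 11.2 ± 14.7 FPKM (SD, n = 6 kidneys) after 20 minutes of ischemia and at 0.0406 ± 0.0379 (SD, n = 6) in the controls. After 40 minutes it stood at 210 ± 97.5 FPKM (SD, n = 6), with 0.0500 ± 0.0291 (SD, n = 6) in the controls. On day 3 the values were 19.2 ± 42.8 FPKM (SD, n = 6) after 20 minutes and 88.8 ± 25.8 (SD, n = 6) after 40 minutes. Their controls held 0.0519 ± 0.0478 and 0.140 ± 0.120 FPKM (SD, n = 6 each). A single kidney carries most of the mean on day 3 after 20 minutes: replicate 4 held 107 FPKM and the other 5 kidneys 1.29 to 2.19.

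On day 1 the log2 fold change of Krt20 against the controls was 6.95 (standard error 1.06, adjusted p = 0.0063 from limma) after 20 minutes and 11.85 (standard error 0.55, adjusted p = 4.7e-09) after 40 minutes. On day 3 it was 6.37 (standard error 1.08, adjusted p = 0.0018) and 9.48 (standard error 0.41, adjusted p = 2.3e-09). In each of these 4 comparisons all 6 IRI kidneys lay above all 6 controls (exact permutation test, two-sided p = 0.00216, the smallest that 6 kidneys against 6 allow). That test treats the kidneys as independent, although each left and right kidney come from the same mouse. Exact sign flips over 6 mice allow no two-sided p below 0.031. By fitted fold among the genes called higher, Krt20 held rank 1 on day 1 in both models. An alternative chosen after the values were seen took the paper's supporting values for the day 1 controls of Krt20 listed at 0. Krt20 then held rank 2 in both, with a log2 fold change of 6.13 after 20 minutes and 11.42 after 40 minutes. All other genes kept their values of 0, so this rank rests on unequal treatment. The genes above it, Dtl (6.60) after 20 minutes and Sprr2f (11.56) after 40 minutes, are listed at 0 in all 6 controls. On day 3 Krt20 held rank 2 after 20 minutes (rank 8 and a log2 fold change of 5.46 without replicate 4), below Gm3776, which was chosen after its values were seen (log2 fold change 6.53, standard error 1.47, adjusted p = 0.0092, 4 of its 6 controls at 0). After 40 minutes it held rank 4, below Ms4a4a (log2 fold change 10.47, standard error 0.51, adjusted p = 6.8e-09), Apoc2 (9.59, standard error 0.96, adjusted p = 2.6e-06) and Sprr2f, which is listed at 0 in all controls.

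The folds rest on control values of few reads. Krt20 was listed at 0 in 5 of 24 controls, and the 6 controls of a group summed to an estimated 6, 8, 7 and 21 read pairs (20 minutes on days 1 and 3, then 40 minutes on days 1 and 3). As ratios of mean FPKM with 95% counting intervals, Krt20 was 276 times the control level (127 to 753) and 4199 times (2038 to 10443) on day 1, and 370 times (188 to 858) and 636 times (416 to 1027) on day 3. The intervals cover counting error only. Without replicate 4 the ratio on day 3 after 20 minutes was 32.3, and without replicate 3 that on day 1 was 140. With 1 FPKM added to every value the log2 fold change on day 3 after 20 minutes was 2.25 and was no longer called (adjusted p = 0.069).

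**Figure D1:**
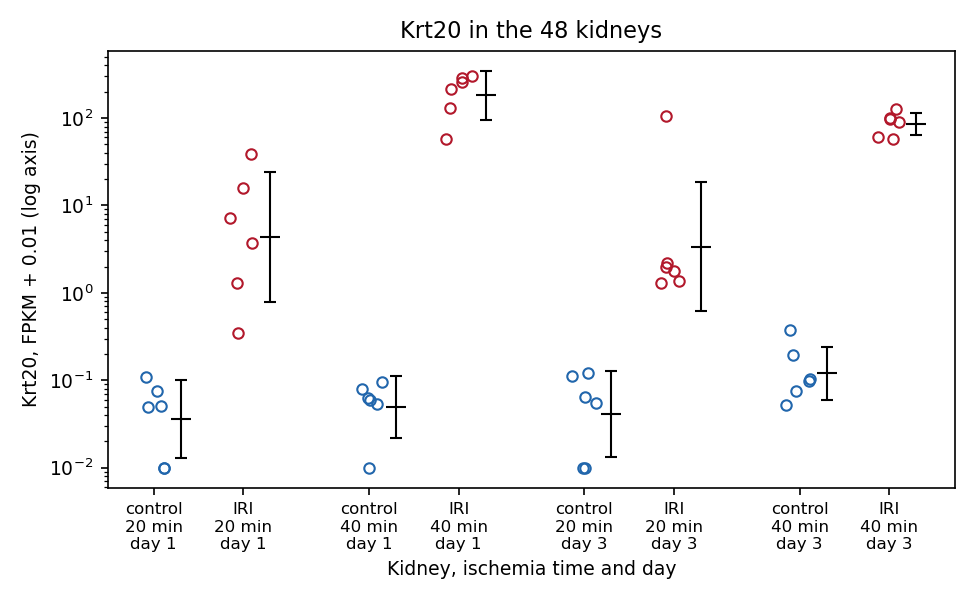
Krt20 FPKM of each kidney on a log axis, in the 4 groups of IRI kidneys and their 4 groups of controls (6 kidneys each); the bars show the geometric mean and the range of 1 SD on the log scale. All IRI kidneys lie above all controls of the same ischemia time and day. In 20-minute IRI on day 3, 1 kidney lies at 107 FPKM with the other 5 between 1.29 and 2.19.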

As shown in Figure 1, A–F, the top upregulated gene was *Krt20* (gene encoding CK20) in both mild and severe IRI models within 3 days after an episode of IRI. Compared with mild AKI, severe AKI had a 42-fold and 25-fold upregulation in *Krt20* in the kidney cortex at the first and third days, respectively, after IRI. 

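Cortex after 40 minutes of ischemia was compared with cortex after 20 minutes on each day. On day 1 it held less RNA of part of the tubular transporters and more of neutrophil, matrix and immediate early genes, while none of the cell cycle genes was called between the left kidneys. On day 3 most genes of the cell cycle, of macrophages and of the matrix were higher. Krt20 was higher on both days. Its log2 difference between the left kidneys was 5.37 on day 1 (standard error 0.96, adjusted p = 0.0011 from limma), a fold of 41.5, and 4.66 on day 3 (standard error 0.90, adjusted p = 0.0023), a fold of 25.3. As a difference of fold changes against the own controls, Krt20 was higher by 4.90 on day 1, which was called. On day 3 that difference was 3.11 and was not called, except under some alternatives. On day 1 all 6 kidneys of 40-minute IRI lay above all 6 of 20-minute IRI (exact permutation test, two-sided p = 0.00216). On day 3 the exact two-sided p was 0.0130, since 1 of 6 kidneys of 40-minute IRI lay above the highest kidney of 20-minute IRI (replicate 4). Without that kidney the fold on day 3 was 50.5. On day 1 it ranged from 24.9 (without replicate 5 of 20-minute IRI) to 64.1 (without replicate 3 of 20-minute IRI). As a ratio of mean FPKM, which weights the highest kidneys more, it was 18.7 on day 1 and 4.63 on day 3.

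Of 14276 genes tested on day 1, limma called 1116 higher and 839 lower after 40 minutes than after 20 minutes. Of 14284 tested on day 3, it called 1403 higher and 332 lower. With libraries scaled to an equal median the counts were 917 higher and 1024 lower on day 1 and 1134 and 477 on day 3, so on day 1 the balance between higher and lower depends on the scaling. With 1 FPKM added to every value they were 564 and 458, and 663 and 180. Of 25 genes of proximal tubule transport and metabolism, 12 were lower on day 1 and none was higher, and 3 were lower on day 3. Aqp1, a water channel of the proximal tubule, fell by 2.11 on the log2 scale on day 1 (standard error 0.19, adjusted p = 2.2e-05), and all 6 kidneys lay below all 6 of 20-minute IRI. Slc3a1, an amino acid transporter subunit, fell by 1.39 (standard error 0.13, adjusted p = 2.3e-05), also without overlap. Of 16 genes of the loop of Henle, distal tubule and collecting duct, 7 were lower on day 1 and 4 on day 3. Of 8 neutrophil genes, 8 were higher on day 1 and 1 on day 3 (none on day 3 when adjusted over the list alone). As a difference of fold changes against the own controls, 1 of the 8 was higher on day 1 (camera adjusted p = 0.20). Csf3r, the receptor of a neutrophil growth factor, was higher by 2.06 on day 1 (standard error 0.41, adjusted p = 0.0021). Of 15 AP-1 and immediate early genes, 12 were higher on day 1 (13 adjusted over the list alone) and 8 on day 3 (9). Of 20 cell cycle genes, limma called none on day 1 and 18 higher on day 3. As a difference of fold changes against the own controls, 2 were higher on day 1 (none adjusted over the list alone), with a median of 1.30 and a camera adjusted p of 0.040 (0.76 with an estimated correlation). Rrm2, a subunit of the enzyme that makes deoxyribonucleotides, was higher by 2.79 on day 3 (standard error 0.22, adjusted p = 2.1e-05). Of 15 macrophage genes, 4 were higher on day 1 and 14 on day 3. Trem2, a receptor of lipid-loaded macrophages, was higher by 4.75 on day 3 (standard error 0.61, adjusted p = 0.00019). Of 19 genes of extracellular matrix and fibroblasts, 12 were higher on day 1 (14 adjusted over the list alone) and 17 on day 3, among them Postn (log2 difference 4.87, standard error 0.43, adjusted p = 2.6e-05) and Col1a2 (3.16, standard error 0.39, adjusted p = 0.00015). Rrm2, Trem2, Postn and Col1a2 were each higher in all 6 kidneys of 40-minute IRI than in any of 20-minute IRI. As whole lists, camera called 13 of 25 on day 1 and 14 on day 3 with a preset correlation of 0.01, and none with an estimated correlation (lowest adjusted p 0.18 on both days).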

Fragments per kilobase of exon model per million mapped fragments (FPKM) analysis showed that the upregulation levels of *Krt20* were remarkably higher than those of other reported kidney cytokeratin genes (Figure 1, G and H).

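As a ratio of the left to the right kidney, Krt20 rose more than Krt7, Krt8, Krt18 and Krt19 in every mouse, at both ischemia times and on both days. In absolute FPKM Krt8 stayed the most abundant of the 5 genes and gained more than Krt20 after 40 minutes. On day 1 the mean of Krt8 was 358 FPKM against 38.9 in the controls, and that of Krt20 was 210 against 0.0500. By ratio, Krt8, Krt18 and Krt19 rose as well after 40 minutes of ischemia, Krt19 and Krt8 the most on day 1. On day 1 the log2 ratio of the left to the right kidney, averaged over the mice, was 6.95 ± 2.32 for Krt20 after 20 minutes (SD, n = 6 mice). For Krt19 it was 2.00 ± 1.75, for Krt18 1.24 ± 1.09, for Krt8 0.90 ± 0.74 and for Krt7 0.65 ± 0.45 (SD, n = 6 each). After 40 minutes the ratio was 11.85 ± 1.45 for Krt20, 3.74 ± 0.54 for Krt19, 3.15 ± 0.45 for Krt8, 2.81 ± 0.21 for Krt18 and 0.83 ± 0.49 for Krt7 (SD, n = 6 each). On day 3 after 20 minutes Krt18 came next to Krt20, at 0.98 ± 0.66 against 6.37 ± 2.76 (SD, n = 6). After 40 minutes Krt19 came next, at 3.56 ± 0.74 against 9.48 ± 1.02 (SD, n = 6).

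The difference between Krt20 and the cytokeratin next to it was 4.95 ± 1.12 and 8.11 ± 1.49 on day 1 (SD, n = 6 mice after 20 and after 40 minutes). On day 3 it was 5.38 ± 2.40 and 5.92 ± 1.01. Krt20 was ahead in 6 of 6 mice each time (exact sign-flip test, two-sided p = 0.031, the smallest that 6 mice allow, and the same after adjustment over the 4 cytokeratins). With 1 FPKM added to all values the difference on day 1 after 20 minutes was 1.33 and no longer passed the test (exact p = 0.0625). limma called Krt8, Krt18 and Krt19 higher after 40 minutes on both days. After 20 minutes on day 1 it called none of the 3 (adjusted p = 0.065, 0.061 and 0.063), and when adjusted over the 5 cytokeratins alone it called 2 of them, Krt18 and Krt19. Krt7 stayed below a fold of 2 throughout. Krt8 (GRCm38 gene of 1 deposited transcript) stood at 358 ± 104 FPKM (SD, n = 6) 1 day after 40 minutes of ischemia and at 38.9 ± 5.78 (SD, n = 6) in the controls. From this screen the paper takes CK20, the protein that Krt20 encodes, as its candidate marker of AKI to CKD progression.

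**Figure D2:**
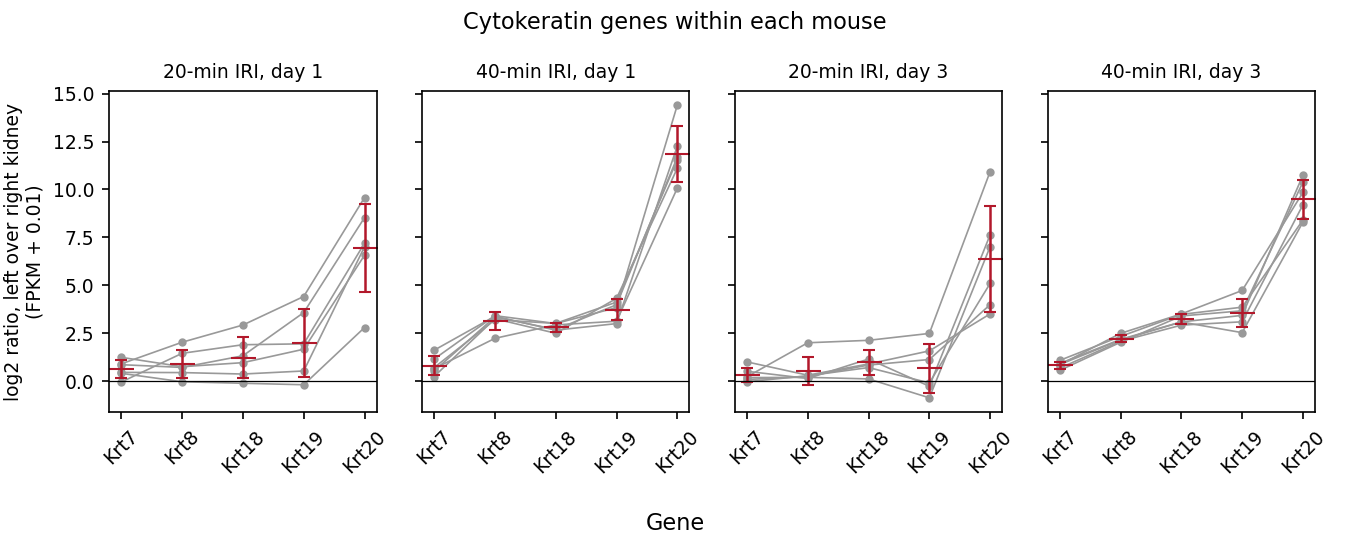
Log2 ratio of left (IRI) to right (control) kidney FPKM for 5 cytokeratin genes, a point per mouse with lines joining the genes of a mouse, in the 4 combinations of ischemia time and day (6 mice each). The ratio of Krt20 lies above that of each other cytokeratin in every mouse.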

Next, we identified the expression of the protein encoded by *Krt20*, CK20, in the kidney cortex (Figure 2). The expression of kidney CK20 was not detectable in any tubular segment in normal kidneys. However, upregulation of kidney CK20 was observed in the 40-minute IRI model, beginning at the first day and persisting to 30 days. In 20-minute IRI mice, CK20 expression was much lower compared with 40-minute IRI on the first day and undetectable at 14 days (Figure 2, A–D). Upregulation of CK20 was also observed in human severe ischemic AKI (Figure 2, E and F). Double-immunofluorescence staining showed that kidney CK20 was predominately expressed in proximal tubular epithelial cells in both mouse and human AKI (Figure 3, A and B). The expression of CK20 colocalized with necrotic tubular epithelial cells labeled by ferroptosis marker Acyl-CoA synthetase long-chain family member 4 (ACSL4) and necroptosis marker phosphorylated mixed lineage kinase domain-like protein (p-MLKL) (Figure 3C). The upregulation level of CK20 was the most remarkable among previously reported kidney cytokeratins (CK7, CK8, CK18, CK19) in AKI (12) (Figure 4, A–C).

Then, we detected uCK20 in mouse and human AKI to evaluate whether uCK20 can be used as a noninvasive biomarker. CK20 was not detectable in urine from healthy mice or humans. In mice with mild AKI, the increased concentrations of uCK20 decreased within 3 days after IRI (Figure 5, A and B). However, in mice or patients with severe AKI, upregulation of uCK20 persistently existed to 14 days (Figure 5, C and D). Level of uCK20 was associated with histological tubular injury score in IRI mice (*r* = 0.75, *P* < 0.001) (Figure 5E). Similarly, the upregulated expression of CK20 in kidney and urine was validated in the FA injection model of AKI (Supplemental Figure 2).

### Validation of uCK20 for predicting AKI to CKD progression in human AKI

#### Cohort characteristics.

After excluding patients without preadmission estimated glomerular filtration rate (eGFR), with preadmission eGFR < 45 mL/min/1.73 m^2^, who died within 90 days after AKI, or who were lost to follow-up, 204 survivors were enrolled in Test set, and 152 patients were included in Validation set (Supplemental Figure 3). The characteristics of the study cohort are shown in Table 1 (Test set) and Supplemental Table 1 (Validation set). AKI to CKD or advanced CKD progression was more frequently observed in patients with older age and higher levels of serum creatinine and UACR at the time of AKI diagnosis. Patients with AKI to CKD progression had higher concentrations of uCK20 as compared with those who did not progress.

Concentrations of uCK20 in patients with preadmission eGFR 45–59 mL/min/1.73 m^2^ but without AKI were higher than those in healthy volunteers (mean ± SD 2.3 ± 0.2 μg/g creatinine versus 1.5 ± 0.1 μg/g creatinine, *P* < 0.01). Patients with severe AKI (stage 2 or 3) had higher levels of uCK20 as compared with those with mild AKI (stage 1). There was no significant difference in the levels of uCK20 among patients with different etiologies (13) of AKI (Supplemental Figure 4).

Plasma CK20 in healthy volunteers was 2.4 ± 1.4 ng/mL. Plasma CK20 levels did not differ between AKI to CKD progressors and nonprogressors (Table 1 and Supplemental Table 1).

#### Levels of uCK20 are associated with the risk of AKI to CKD or advanced CKD progression.

Median time from AKI diagnosis to urine sample collection was 2 hours. Figure 6A displays dynamic changes in uCK20 over the first 7 days after AKI. Compared with patients who did not progress to CKD, those who progressed to CKD had a marked rise in uCK20 within 7 days after AKI, with the peak of uCK20 rise observed on the first day of AKI diagnosis. Restricted cubic spline displayed a positive association between uCK20 levels and risk of AKI to CKD or advanced CKD progression after controlling for age, sex, baseline serum creatinine, UACR at the time of AKI diagnosis, and AKI stage (Figure 6, B and C).

#### Levels of uCK20 are associated with the risk of histologically severe ATI.

In the Test cohort, 102 patients underwent a kidney biopsy in the Kidney Intensive Care Unit (KICU). The characteristics of this subgroup are shown in Supplemental Table 2. There were graded responses across the tertiles of uCK20 concentrations with histologically severe ATI in the unadjusted model (*P* < 0.05); the odds ratios (OR) remained statistically significant after adjusting for clinical variables. When uCK20 was analyzed as a continuous variable, higher levels of uCK20 were associated with severe ATI in the multivariable model (Supplemental Table 3).

#### Performance of uCK20 for predicting AKI to CKD or advanced CKD progression.

For predicting AKI to CKD or advanced CKD progression, the area under the receiver-operating characteristic (ROC) curve (AUC) of uCK20 in all participants was 0.80 (95% confidence interval [CI], 0.74–0.86) in the Test set. A cutoff of 5.0 μg/g creatinine yielded good sensitivity (0.80) and specificity (0.75) (Figure 7A and Supplemental Table 4). The AUC of uCK20 for predicting outcome was 0.79 (95% CI, 0.71–0.86) in the Validation set (Figure 7B and Supplemental Table 4). With addition of uCK20 to a clinical model comprising 6 clinical variables (age, sex, baseline serum creatinine, baseline UACR, severity of AKI, and serum creatinine level at discharge) (11), the AUC increased to 0.90 (95% CI, 0.86–0.94) for predicting the outcome in the Test set and 0.89 (95% CI, 0.84–0.94) in the Validation set, superior to other currently used biomarkers for predicting tubular injury or clinical model alone (Figure 7, C and D). For predicting histologically severe ATI by levels of uCK20, the AUC was 0.82 (95% CI, 0.74–0.90) (Supplemental Figure 5).

#### Improvement of risk reclassification with addition of uCK20 to the clinical model.

To determine whether uCK20 materially improved risk reclassification, we analyzed the net reclassification improvement (NRI) and the integrated discrimination improvement (IDI). As shown in Table 2, addition of uCK20 to the clinical model improved the risk reclassification of AKI to CKD or advanced CKD progression over combining the clinical model with other currently used urinary biomarkers for predicting tubular injury.

## Discussion

By applying kidney transcriptome sequencing for marker discovery, we identified a noninvasive prognostic biomarker, CK20, for AKI to CKD or advanced CKD progression. Expression of CK20 was upregulated in injured proximal tubular cells and detectable in urine within 7 days after an episode of AKI. Concentrations of uCK20 were independently associated with the severity of histological ATI and accurately predicted the risk of AKI to CKD or advanced CKD progression in patients with AKI due to various causes and at different stages.

AKI substantially increases the risk of consecutive CKD and its progression to advanced kidney disease (14). Identification of patients at risk of AKI to CKD progression is important but remains challenging. Several studies have been conducted to develop models for predicting the subsequent loss of kidney function following AKI (7, 9, 15–17). However, most of these models are limited to specific settings or designed to predict the risk of AKI requiring dialysis (11, 18). In this study of 204 patients with AKI, we found that uCK20 measured on the first day of AKI diagnosis was a powerful predictor for AKI to CKD or advanced CKD progression. High concentrations of uCK20 predicted consecutive CKD 90 days after AKI diagnosis. The performance of uCK20 was superior to currently used biomarkers for early detection of kidney injury, such as NGAL, KIM-1, and TIMP-2*IGFBP-7 (18), suggesting that uCK20 should be distinguished from previously reported kidney injury biomarkers. More importantly, adding uCK20 to an established predictive clinical model comprising 6 clinical variables (age, sex, baseline serum creatinine, baseline UACR, severity of AKI, and serum creatinine level at discharge) (11) improved performance of the model for predicting AKI to CKD progression with AUC from 0.80 to 0.90 and further improved the risk reclassification. These findings highlighted uCK20 as a useful predictor for AKI to CKD progression.

The mechanisms underlying the ongoing loss of renal function or incomplete recovery after an AKI episode are not completely understood. Tubular epithelial cells play a central role in inflammation and fibrosis following severe AKI (19, 20), thereby driving the progressive CKD. CK20 is a member of keratins, the intermediate filaments of the epithelial cell cytoskeleton with the most restricted expression pattern. The remarkable expression spectrum of CK20 among normal tissues comprises gastric foveolar epithelium, small intestinal epithelium, and certain neuroendocrine cells (21). The current knowledge about the function of CK20 is limited. The major kidney cytokeratins, CK7/CK19 and CK8/CK18, are expressed in the collecting ducts and CK8/CK18 in the glomerular parietal epithelial cells. These kidney cytokeratins are upregulated in stress situations, including IRI, with unknown biological importance (12). Our study found that expression of CK20 was not detectable in normal kidneys but upregulated in proximal tubular epithelial cells at an early stage of IRI. The expression level, at both gene and protein levels, was remarkably higher than that of other reported kidney cytokeratins. Consistent with our results, more recent studies report that progressive proximal tubular injury tracks with de novo activation of *Krt20* (gene encoding CK20) at 24 hours after IRI (22, 23). As an intracellular protein, CK20 might be leaked, not secreted, into urine when tubular epithelial cells experience destruction/necrosis during severe ATI. Colocalization of CK20 expression with markers of necrotic tubular epithelial cells supported this notion. Although this study was not able to interpret the functional meaning of CK20 overexpression during ATI, our pathologic analysis in human AKI further verified the activation of CK20 in injured proximal tubular epithelial cells. In particular, we identified uCK20 as a marker of the injury response that is independently associated with the severity of tubular damage (1 day after IRI) and after injury repair (7 days after IRI).

Current practice guidelines recommend that patients be followed up for 90 days to evaluate whether they developed CKD (24). However, because not all survivors from AKI progress to CKD (25–27), follow-up of all patients with AKI could lead to unnecessary use of clinical resources. Identifying patients at high risk of CKD progression early improved risk stratification and may improve the clinical outcomes in patients with AKI (28).

The strengths of this study include that the biomarker was identified by applying a hypothesis-free transcriptome-sequencing marker discovery approach. We tested the candidate biomarker uCK20 in a Test cohort and an independent Validation cohort of AKI due to various etiologies and at different stages. We compared predictive performance of uCK20 with other currently used biomarkers for early detection of kidney injury and verified its superiority. We further verified that adding uCK20 to an established clinical model improved risk reclassification for AKI to CKD or advanced CKD progression.

This study has several limitations. First, this is a “bench-to-bedside” study validated in a single-center cohort of patients with AKI. Further external validation is required. Second, the cohort of AKI used in the study included patients admitted to the KICU, with 73% of them having drug- and ischemia-induced AKI. More studies in patients with various AKI etiologies may be needed to further validate the marker. Third, the study did not investigate the changes in recovery/nonrecovery pathways at later times (after 30 days) of AKI, which may contribute to AKI to CKD transition (29).

In conclusion, we identified a noninvasive predictor of uCK20 for AKI to CKD or advanced CKD progression by applying a kidney transcriptome-sequencing marker discovery approach. In a 2-stage cohort of AKI due to various etiologies and at different stages, we found that concentrations of uCK20 accurately predicted histologically severe ATI and AKI to CKD or advanced CKD progression with excellent performance, particularly when added to an established clinical model. This finding may provide a tool to identify patients at high risk of CKD following AKI early.

## Methods

### Sex as a biological variable

Similar findings are reported for both sexes (22, 23), but our study examined male mice because male animals exhibited less variability in phenotype. Our cohort study included both men and women with AKI. All samples were pooled together for analysis, and sex was not considered as a biological variable.

### Study design

We used a 4-stage analysis to identify urinary biomarkers for predicting the risk of AKI to CKD progression. First, we used RNA sequencing to identify the top upregulated genes in the kidney of mice with tubular epithelial cell injury. Next, we determined whether the product of the top-ranking gene was upregulated in the tubular cells and its level correlated with ATI severity in mouse models and human kidney biopsy samples. Furthermore, we verified whether the product of the top ranked gene could be detected in urine of the patients with AKI and assessed the association between the urinary marker and the risk of AKI to CKD progression. Last, we tested the performance of the urinary marker, or its combination with the clinical model, for predicting AKI to CKD progression in 2 cohorts of patients with AKI.

### Mouse models

Male C57BL/6 mice aged 6–8 weeks (20–24 g) were purchased from Beijing SpePharm Biotechnology Co. Ltd. Mice were housed in a standard environment characterized by 12-hour light/12-hour dark cycle, 22°C–25°C, and 40%–60% humidity, with free access to water and forage.

IRI models were prepared as previously described (30, 31). Briefly, mice were anesthetized by sodium pentobarbital, and the right kidneys were removed as the self-controls. IRI was then induced by clamping the left renal pedicle for 20 minutes (mild AKI) or 40 minutes (severe AKI) by using microaneurysm clamps (Fine Science Tools company). Body temperature of mice was maintained at 37°C to 38°C by a temperature-controlled heating device during the process. Samples of kidney tissues, serum, and urine were harvested at the indicated times.

Models of FA-induced AKI were prepared by single intraperitoneal injection of FA (MilliporeSigma) at 250 mg/kg body weight, as described previously (32).

### Study cohort

We used data from a prospective 2-stage cohort. Patients with AKI who were admitted to the KICU were consecutively enrolled. The stage 1 study (Test set) was conducted in patients who were admitted to the KICU for AKI at Nanfang Hospital in China from February 2018 to January 2022. A total of 308 patients (18–80 years old) with AKI were screened. We excluded patients without preadmission eGFR, with preadmission eGFR < 45 mL/min/1.73 m^2^, who died within 90 days after AKI, and who were lost to follow-up. All survivors after hospital discharge were regularly followed up for at least 90 days. Data collection for the stage 2 study (Validation set) was also performed in patients with AKI who were admitted to the KICU at Nanfang Hospital from February 2022 to September 2023. A total of 179 patients were screened according to the same inclusion and exclusion criteria.

### mRNA sequencing in mouse kidneys

For mRNA sequencing, a brood of mice experienced left renal pedicle clamping for 20 minutes or 40 minutes, separately. Transcriptomics analysis was performed using renal cortex from left kidneys (injured kidneys) and right kidneys (self-controls). Concentration and integrity of RNA for each sample were assessed by Agilent 2100 Bioanalyzer. After mRNA enrichment, RNA-sequencing libraries were constructed by the Kapa Biosystems Standard RNA-seq Library Prep Kit and sequenced using Illumina X-ten/NovaSeq for 150 cycles. Raw sequencing reads were filtered using FastQC (version 0.11.7). Trimmed reads were aligned with the reference genome GRCm38 using Hisat2 (version 2.1.0). Gene expression levels were calculated using Ballgown (version 2.10.0) and normalized by library size and gene length into FPKM. To reduce transcription noise, each gene with FPKM below 0.01 was dropped for further analyses. The differentially expressed genes were identified with upregulated fold-change ≥ 2 and FDR-adjusted *P* < 0.05.

### Evaluating histologic tubular injury and fibrosis

Mouse kidney tissue was fixed in 10% formalin, embedded in paraffin, and cut into sections with 4 μm thickness for hematoxylin and eosin (HE) and Masson’s trichrome staining (MTS). Tubular injury was scored semiquantitatively on a scale of 0–3 as follows: 0, no tubular injury; 1, <25% tubules injured; 2, 25%–50% tubules injured; and 3, >50% tubules injured, as previously described (33). The degree of tubulointerstitial fibrosis was assessed by using ImageJ software (version 1.53t, NIH) in MTS-stained sections and expressed as the ratio of collagen deposition area over the whole cortical area.

Histological ATI in human kidney biopsy samples was detected in sections with 1 μm thickness and stained by HE and MTS as described above. The severity of ATI was defined as previously reported (34) and was categorized as: mild ATI, injured tubular involvement < 25%; severe ATI, injured tubular involvement 25%–50% or >50%.

### Expression of CK20

#### Immunohistochemical staining.

The mouse or human paraffin-embedded kidney sections were stained by using immunohistochemical or immunofluorescence staining, as previously described (35). Briefly, after being deparaffinized and rehydrated, sections received heat-induced antigen retrieval and blocking and were incubated with primary antibodies overnight at 4°C. The sections were detected by the EnVision/HRP Kit (Dako) or fluorescence dye conjugated with secondary antibodies. Human kidney tissues adjacent to carcinoma, obtained from surgery (*n* = 3), were used as the normal controls in immunohistochemical analysis.

#### Western blotting.

To assess the expression of CK20 in mouse kidney and urine and human urine samples, we applied Western blotting as previously reported (35). Briefly, mouse kidney tissues were lysed and proteins were extracted, then separated on an SDS-PAGE and transferred to a PVDF membranes (Merck Millipore). Membranes were blocked with 5% milk and incubated with primary antibodies overnight at 4°C. After reacting with HRP-conjugated secondary antibodies, the bands were visualized by a Minichemi chemiluminescence imager (Sage Creation Science).

#### ELISA analysis.

To analyze the levels of CK20 protein in human urine and plasma samples, an ELISA kit (Cusabio) was used according to the manufacturer’s instructions. The intra- and interassay variability were less than 8% and 10%, respectively. The lower limit of detection was 0.625 ng/mL. Urinary concentrations of CK20 were normalized to urinary creatinine and expressed as μg/g Cr.

### Measurement of urinary biomarkers for predicting tubular injury

Urine and plasma samples of study participants were collected within 24 hours after AKI diagnosis. We also took samples from age- and sex-matched healthy volunteers (*n* = 40) and patients with stage 3 CKD without AKI (*n* = 37) as controls. Urine samples were centrifuged at 3,000*g* for 10 minutes, and the supernatants were stored at –80°C. Previously reported urinary biomarkers for predicting tubular injury were measured using commercial ELISA kits according to the manufacturer’s instructions. Urinary albumin and creatinine were measured using a BA400 automatic analyzer (BioSystems). The biomarkers were measured by personnel masked to patients’ clinical data, including AKI status. The concentrations of urinary biomarkers were normalized to urinary creatinine and expressed as μg/g Cr.

All the antibodies and the ELISA kits used in this study are listed in Supplemental Table 5.

### Outcome and definitions

When available, baseline serum creatinine (for determining baseline eGFR) was defined as the most recent (within 1 month) level prior to admission (36). AKI was defined according to the Kidney Disease Improving Global Outcomes (KDIGO) Clinical Practice Guidelines for AKI (24), i.e., an increase in serum creatinine by 26.5 μmol/L (0.3 mg/dL) within 48 hours or a 50% increase in serum creatinine from the baseline level within 7 days. AKI stage was determined according to KDIGO guidelines. The eGFR was determined by the Chronic Kidney Disease Epidemiology Collaboration equation (37).

The outcome was AKI to CKD or advanced CKD progression. In patients with preadmission eGFR ≥ 60 mL/min/1.73 m^2^, AKI to CKD progression was defined as a persistent eGFR < 60 mL/min/1.73 m^2^ and with a minimum 25% reduction from baseline eGFR 90 days after AKI, which was confirmed by at least 2 separate measurements (38, 39). In patients with prehospitalization eGFR 45–59– mL/min/1.73 m^2^, AKI to advanced CKD was defined by a sustained reduction of eGFR < 30 mL/min/1.73 m^2^ 90 days after AKI.

### Statistics

Continuous variables were presented as mean ± SD or median (IQR). Categorical variables were presented as proportions. A 1-way ANOVA or a Mann-Whitney *U* test was used to test between-group differences for continuous variables, and the χ^2^ test was used for categorical variables. The change in uCK20 over 1, 3, and 7 days after AKI among patients with and without AKI to CKD progression was compared by 2-way ANOVA with Student-Newman-Keuls test.

The nonlinearity pattern of the association between uCK20 at time of AKI diagnosis and AKI to CKD or advanced CKD progression was checked by logistic regression using a restricted cubic spline adjusted for age, sex, baseline serum creatinine, UACR at time of AKI diagnosis, and AKI stage. The selection of the clinical variables for adjustment was based on patients’ characteristics and the risk factors of AKI development or nonrecovery reported in previous studies (11, 40). The association between uCK20 at the time of AKI and severe ATI was checked by logistic regression as well as by the tertiles and the logarithmic transformation of uCK20. The raw and adjusted OR and their corresponding 95% CIs were reported.

The discrimination performance of various risk prediction models for AKI to CKD or advanced CKD progression, including clinical factors alone, biomarker alone, and combination of risk factors (11) and biomarkers, was estimated and compared using the AUCs (41). The best cutoff values were determined by the Youden Index method. We also estimated the NRI and the IDI of the models including combination of clinical factors and biomarkers using the clinical model as the reference (42, 43).

All statistical analyses were performed using R version 4.1.2. Two-tailed *P* values less than 0.05 were considered statistically significant.

### Study approval

All animal studies were approved by the Nanfang Hospital Animal Care Committee (NFYY-2021-1043). The cohort study was approved by the Institutional Review Board of the National Clinical Research Center of Kidney Disease and the Medical Ethics Committee of the Nanfang Hospital, Southern Medical University (NFEC-2019-094). All the study participants provided written informed consent.

### Data availability

The kidney transcriptome-sequencing data are available at National Center for Biotechnology Gene Expression Omnibus database under accession number GSE266436. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

FFH and XY designed the study. RM and HO performed most experiments and data analysis. SM and JL participated in the animal experiments. JT provided guidance with the experiments. NJ, RM, and HO performed pathological analysis and histological scoring. XX contributed to data and statistical analysis. FFH drafted the manuscript. YL gave advice on design and writing.

## Supplementary Material

Supplemental data

ICMJE disclosure forms

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
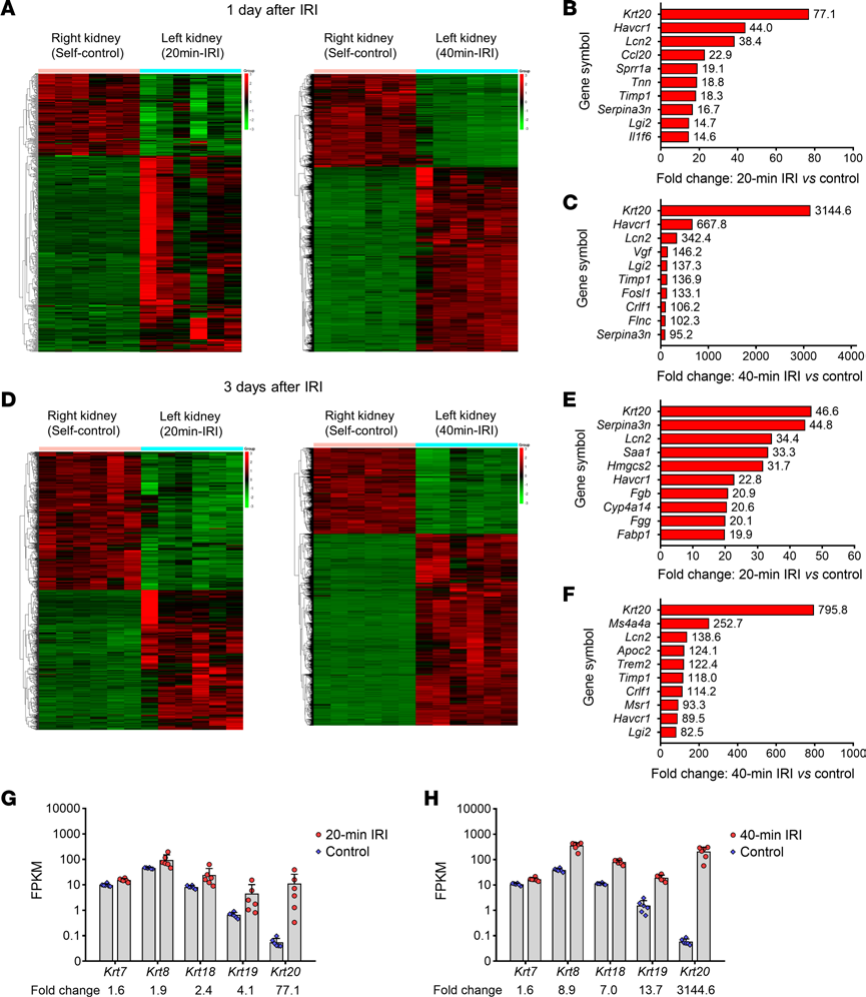
Cluster heatmap of expression profiles for differentially expressed genes in IRI mice with 20-minute or 40-minute ischemia. (**A**–**C**) Cluster heatmap (**A**) and top 10 upregulated genes between 20-minute IRI (left kidney) and self-control kidneys (right kidney) (**B**) or between 40-minute IRI and self-control kidneys (**C**) at 1 day after AKI. (**D**–**F**) Cluster heatmap (**D**) and top 10 upregulated genes between 20-minute IRI and self-control kidneys (**E**) or between 40-minute IRI and self-control kidneys (**F**) at 3 days after AKI. (**G**) Fold-changes in kidney fragments per kilobase of exon model per million mapped fragments (FPKM) between 20-minute IRI and self-control at 1 day after AKI. (**H**) Fold-changes in kidney FPKM between 40-minute IRI and self-control at 1 day after AKI.

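On day 1 after IRI the cortex changed far more after 40 minutes of ischemia than after 20 minutes. After 40 minutes the cortex held less RNA of most transporter and metabolism genes of the proximal tubule and more of injury genes, and most genes of the cell cycle, of the matrix, of neutrophils and of macrophages were higher. After 20 minutes 6 acute phase genes and 1 gene of the proximal tubule list were called. limma called 2244 of 14276 genes higher and 1055 lower after 40 minutes. After 20 minutes it called 170 of 14238 higher and 63 lower. Of those, 124 were also called higher and 49 also called lower after 40 minutes, where independent calls would give 26.7 and 4.68.

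After 40 minutes 15 of 25 genes of proximal tubule transport and metabolism were lower and none was higher. Miox, an enzyme of inositol breakdown in the proximal tubule, fell by 2.07 on the log2 scale (standard error 0.14, adjusted p = 8.5e-08). Of 15 genes of the injured proximal tubule, a list that holds Krt20 and other injury genes the paper names, 11 were higher. Havcr1, which encodes the injury marker KIM-1, stood at 725 ± 298 FPKM against 1.48 ± 1.14 in the controls (SD, n = 6 each), a log2 fold change of 9.12 (standard error 0.55, adjusted p = 3.7e-08). Sox9, a transcription factor of tubular repair, rose by 5.02 (standard error 0.19, adjusted p = 1.5e-09). Of 20 cell cycle genes, 19 were higher (20 adjusted over the list alone). Of 19 genes of extracellular matrix and fibroblasts 16 were higher (17). All 8 neutrophil genes measured and 12 of 15 macrophage genes (13) were higher. Of 13 p53 target and cell cycle arrest genes, 7 were higher (8). Cdkn1a, which blocks the cell cycle, rose by 3.20 (standard error 0.19, adjusted p = 3.7e-08). Of 15 AP-1 and immediate early genes 9 were higher, and of 20 cytokine and NF-kB genes 13 were higher (14) and 1 lower. Each gene given with a fold separated all 6 IRI kidneys from all 6 controls. Of 16 genes of the loop of Henle, distal tubule and collecting duct, 8 were lower (camera adjusted p = 5.9e-07; 0.056 with an estimated correlation). Umod, made by the thick ascending limb, was not called (log2 fold change 0.05, standard error 0.17, adjusted p = 0.83).

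After 20 minutes 6 of 14 acute phase and fibrinogen genes were higher (9 adjusted over the list alone), and after 40 minutes 8 of 13. Complement C3 rose by 2.26 after 20 minutes (standard error 0.32, adjusted p = 0.0048), and Lcn2, which encodes NGAL, stood at 97.0 ± 112 FPKM against 0.996 ± 0.236 (SD, n = 6 each; log2 fold change 5.42, adjusted p = 0.0074). Of 20 genes of fatty acid oxidation and PPARA targets 4 were higher (2 higher and 1 lower after 40 minutes), of 15 genes of the injured proximal tubule 4 (7), of 15 macrophage genes 3 (10), of 20 cytokine and NF-kB genes 2 (7), of 20 cell cycle genes 1 (3) and of 8 neutrophil genes none (1). In the proximal tubule list 1 of 25 genes was lower, and in the list of the loop of Henle and distal nephron 1 of 16. The count of higher genes after 20 minutes depended on single mice, from 21 without replicate 4 to 486 without replicate 6, and with the mouse as a block 50 were higher and 29 lower. Havcr1 (log2 fold change 5.47, standard error 1.27, adjusted p = 0.029) was not called with that block (adjusted p = 0.059) or without any one of replicates 1 to 4. As whole lists, camera called 15 of 25 after 40 minutes and 12 after 20 minutes with its preset correlation, and none with an estimated correlation (lowest adjusted p 0.056 and 0.49). The median change of genes with a mean of at least 1 FPKM was itself 0.21 on the log2 scale after 40 minutes and 0.08 after 20 minutes.

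**Figure D3:**
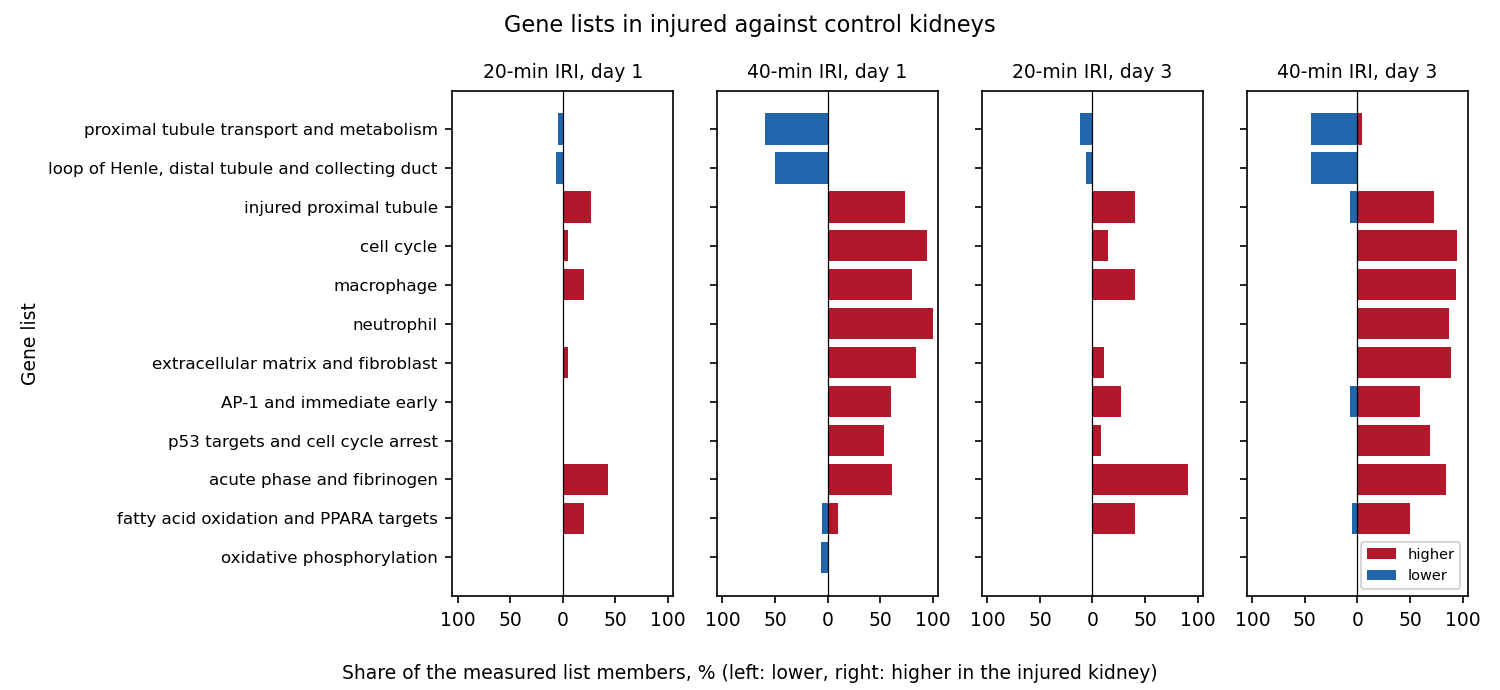
Share of the measured genes of a list that were called higher or lower against the controls, for part of the gene lists. The panels show 20-minute and 40-minute IRI on days 1 and 3 (6 left and 6 right kidneys each). The cell cycle list has 19 of 20 genes higher after 40 minutes on both days, and 1 and 3 after 20 minutes on days 1 and 3.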

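On day 3 after IRI the cortex of the severe model held more RNA of cell cycle, macrophage and matrix genes, and less of part of the tubular transporters. Most acute phase genes and part of the genes of fatty acid oxidation and PPARA targets were higher in both models. limma called 2187 of 14270 genes higher and 853 lower after 40 minutes, and 333 of 14247 higher and 247 lower after 20 minutes. Of 332 higher after 20 minutes that were tested in both, 253 were also called higher after 40 minutes (50.6 for independent calls), and of 246 lower 170 (14.8).

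After 40 minutes 14 of 15 macrophage genes were higher. Msr1, a scavenger receptor, rose by 6.51 on the log2 scale (standard error 0.23, adjusted p = 5.5e-10). Of 20 cell cycle genes 19 were higher, with a list median of 4.90. Mki67, made in dividing cells, stood at 10.1 ± 2.09 FPKM against 0.303 ± 0.0714 (SD, n = 6 each), a log2 fold change of 5.03 (standard error 0.19, adjusted p = 7.6e-10). Of 19 matrix and fibroblast genes 17 were higher (18 adjusted over the list alone). Col1a1, a chain of type I collagen, rose by 4.36 (standard error 0.20, adjusted p = 3.4e-09). Of 20 cytokine and NF-kB genes 15 were higher, of 8 neutrophil genes 7, of 13 p53 targets 9 and of 13 acute phase genes 11. Of 15 genes of the injured proximal tubule 11 were higher and 1 was lower. Of 25 proximal tubule genes 11 were lower and 1 was higher. Slc22a7, an organic anion transporter, fell by 7.36 (standard error 0.64, adjusted p = 7.8e-07). Of 16 genes of the loop of Henle and distal nephron 7 were lower. The calcium-binding protein gene Pvalb fell by 9.82 (standard error 1.03, adjusted p = 4.2e-06), from 20.5 ± 5.82 to 0.190 ± 0.465 FPKM (SD, n = 6 each). With 5 of 6 IRI kidneys at 0, the size of this fall is set by the 0.01 FPKM added, and the ratio of means gives 6.76 on the log2 scale. Of 20 fatty acid oxidation genes 10 were higher and 1 was lower. These 5 genes separated all 6 IRI kidneys from all 6 controls. The median change of genes with a mean of at least 1 FPKM was 0.12.

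After 20 minutes 10 of 11 acute phase and fibrinogen genes tested were higher (11 adjusted over the list alone), with a median of 3.89. The list has 14 members, and those below a mean of 0.01 FPKM in these kidneys were not tested. The fibrinogen chain Fga stood at 226 ± 189 FPKM against 11.5 ± 1.54 (SD, n = 6 each), a log2 fold change of 3.89 (standard error 0.44, adjusted p = 0.00015). Of 20 genes of fatty acid oxidation and PPARA targets 8 were higher, and among them Cyp4a14, a fatty acid hydroxylase, rose by 4.36 (standard error 0.33, adjusted p = 9.1e-06). Of 15 genes of the injured proximal tubule 6 were higher (7) and of 15 macrophage genes 6. Of 20 cell cycle genes 3 were higher (4), and of 25 proximal tubule genes 3 were lower. Slc7a13, a transporter of the proximal straight tubule, fell by 2.25 (standard error 0.27, adjusted p = 0.00019). Fga, Cyp4a14 and Slc7a13 separated all 6 IRI kidneys from all 6 controls. Havcr1 did not, and its call (log2 fold change 4.51, adjusted p = 0.024) was lost without any one of replicates 1, 2, 5 or 6 and with the mouse as a block (adjusted p = 0.051). The number of genes higher ranged from 210 to 386 over the sets that leave out 1 mouse. camera called 18 of 25 lists after 40 minutes and 11 after 20 minutes with its preset correlation, and none with an estimated correlation (lowest adjusted p 0.070 and 0.068).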

**Figure 2:**
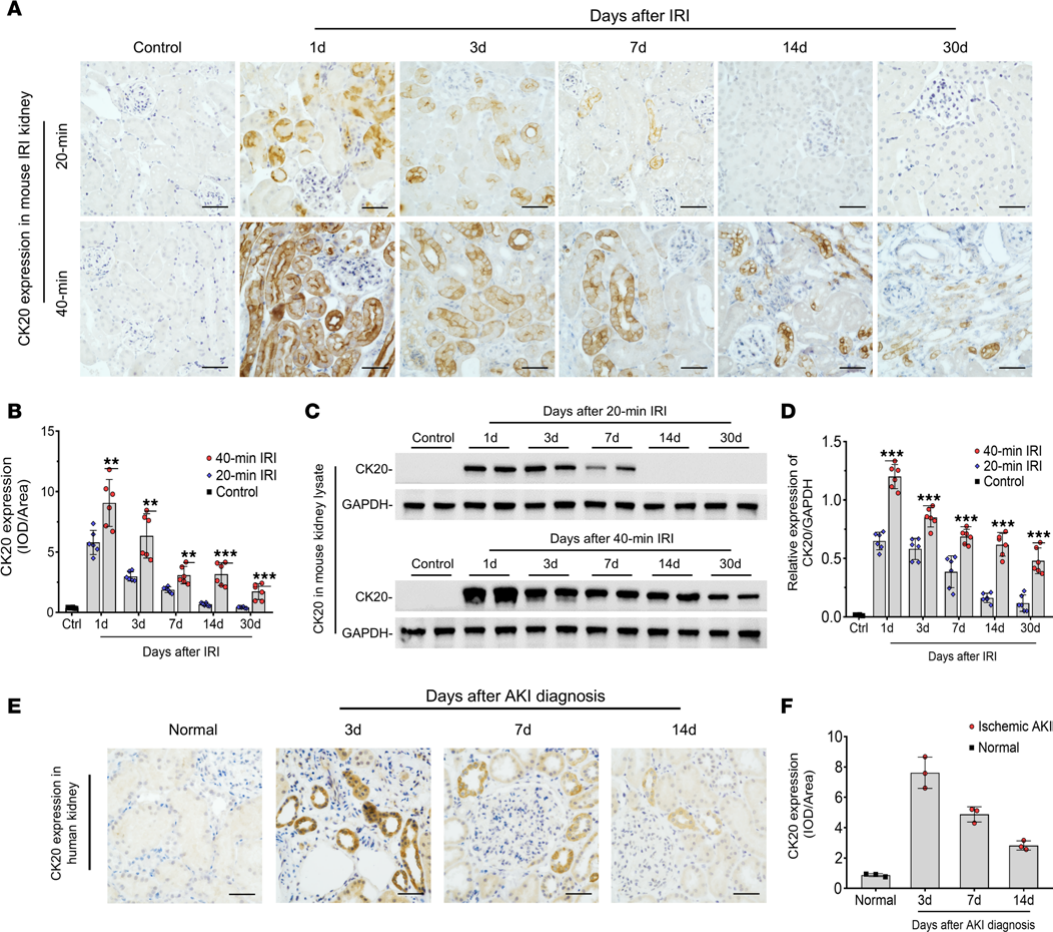
Upregulation of CK20 protein expression in kidney in severe mouse and human AKI. (**A**) Representative images of immunohistochemistry staining of CK20 in 20-minute and 40-minute IRI mouse kidneys at indicated times after AKI. (**B**) Semiquantitative analysis of integrated optical density (IOD)/area for **A**. (**C** and **D**) Western blotting (**C**) and semiquantitative data of CK20 (**D**) in kidney lysate after 20-minute and 40-minute IRI. (**E** and **F**) CK20 expression in kidney tissues was tested in 9 patients with ischemic acute tubular necrosis who underwent a kidney biopsy. Representative images of CK20 (**E**) and semiquantitative data (**F**) are shown. Normal kidney tissues adjacent to carcinoma obtained from surgery. *n* = 6 for each group of mice; *n* = 3 for each group of patients. Data are expressed as the mean ± SD. **P < 0.01, and ***P < 0.001. One-way ANOVA. Scale bar = 50 μm.

**Figure 3:**
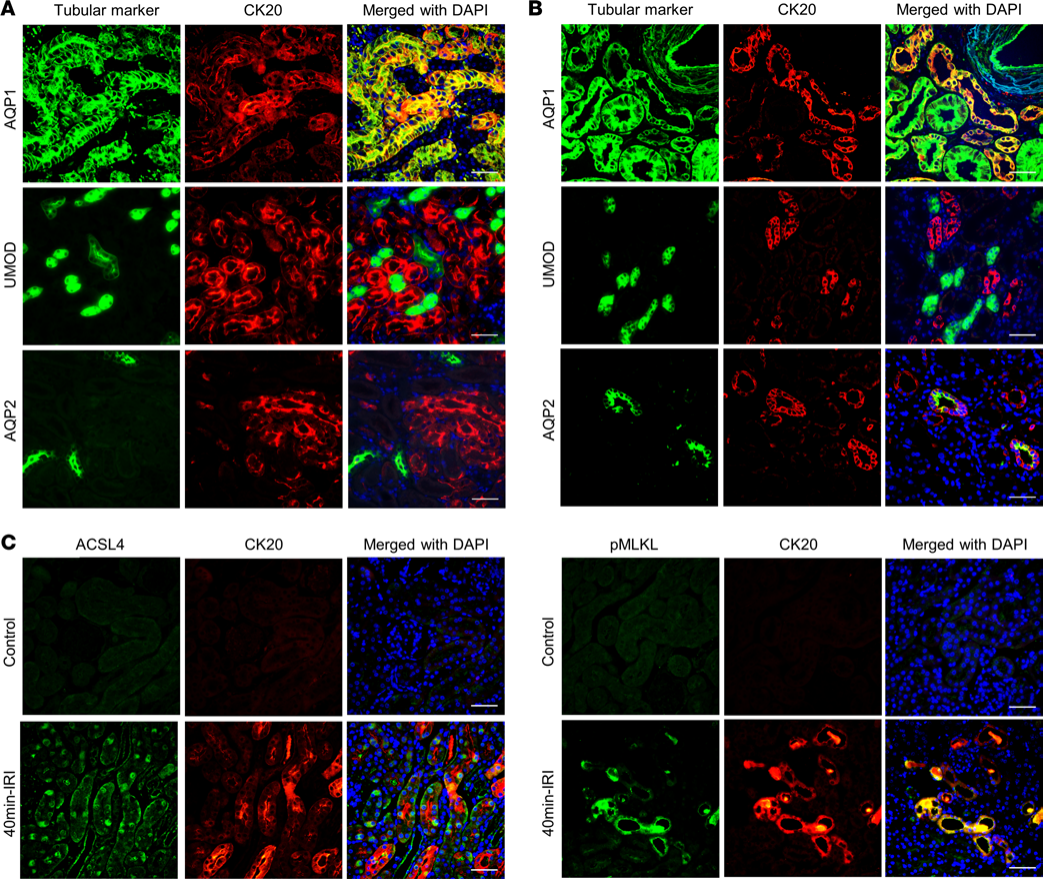
CK20 colocalizes with necrotic proximal tubular epithelial cells in IRI mice and human ischemic AKI. (**A**) Double-immunofluorescence staining to determine expression of CK20 and segment-specific tubular markers in kidneys from 40-minute IRI mice. The expression of CK20 colocalized with proximal tubule marker aquaporin 1 (AQP1) but not with thick ascending limb marker uromodulin (UMOD) and collecting duct marker aquaporin 2 (AQP2). (**B**) Double-immunofluorescence staining showed that CK20 was also expressed in proximal tubular epithelial cells in patients with ischemic AKI. (**C**) The expression of CK20 colocalized with necrotic tubular epithelial cells labeled by markers of ferroptosis (acyl-CoA synthetase long-chain family member 4, ACSL4) and necroptosis (phosphorylated mixed lineage kinase domain-like protein, p-MLKL). Scale bar = 50 μm.

**Figure 4:**
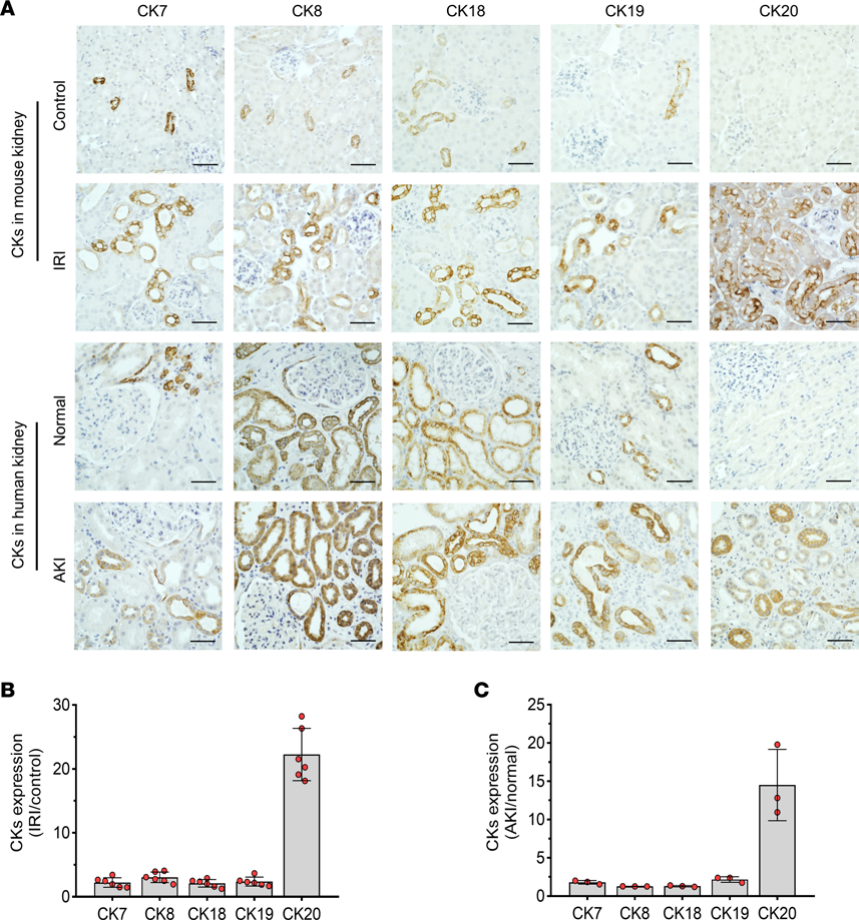
Upregulation of CK20 is the most remarkable among kidney cytokeratins in ATI. (**A**) Representative images of immunohistochemistry staining for kidney cytokeratins in mouse and human kidneys with or without ATI. (**B** and **C**) Upregulation levels of cytokeratins in mouse (ratio of IRI/control) (**B**) and human (ratio of AKI/normal) (**C**). ATI kidney samples were obtained from 40-minute IRI mice at day 1 or human ischemic ATI at day 7. *n* = 6 for each group of mice; *n* = 3 for each group of patients. Data are expressed as the mean ± SD. Scale bar = 50 μm.

**Figure 5:**
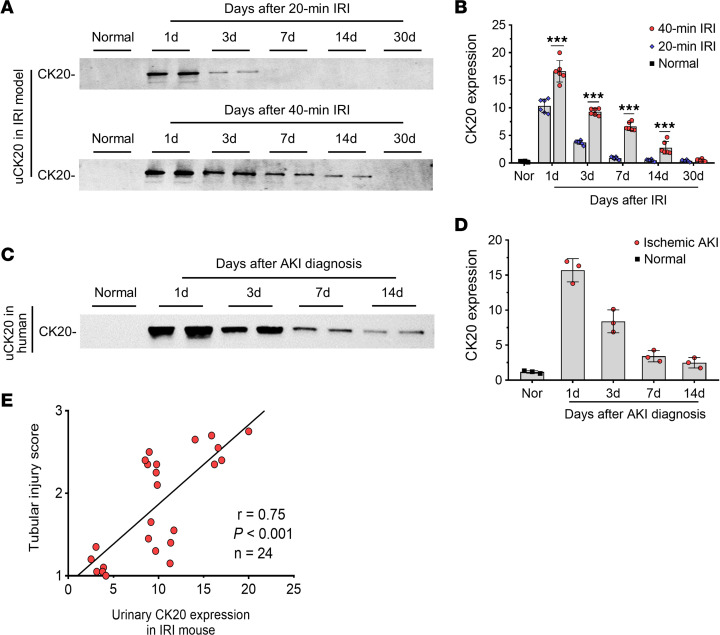
The levels of urinary CK20 increase in IRI mice and patients with ischemic AKI. (**A** and **B**) Western blotting (**A**) and semiquantitative data (**B**) of uCK20 at indicated times in 20-minute and 40-minute IRI mice. (**C** and **D**) Western blotting (**C**) and semiquantitative data (**D**) of uCK20 in patients with ischemic AKI. (**E**) Linear regression showed concentrations of uCK20 correlated with tubular injury scores within 3 days after IRI. *n* = 6 for each group of mice; *n* = 3 for each group of patients. Data are expressed as the mean ± SD. ***P < 0.001. One-way ANOVA.

**Figure 6:**
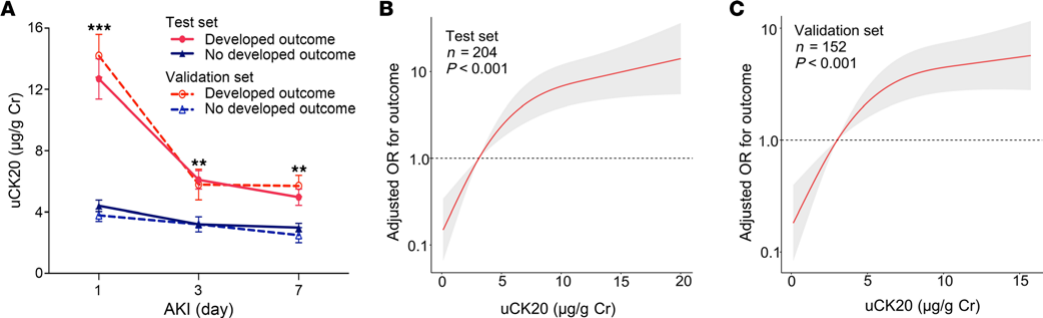
Association between uCK20 and the risk of AKI to CKD or advanced CKD progression in patients with AKI. (**A**) Dynamic changes in uCK20 within 7 days after AKI diagnosis. (**B** and **C**) Restricted cubic spline analysis between uCK20 at the time of AKI diagnosis and the adjusted OR of AKI to CKD or advanced CKD progression in the Test set (**B**) and Validation set (**C**). Analyses are adjusted for age, sex, baseline serum creatinine, UACR at the time of AKI diagnosis, and AKI stage. Data are expressed as the mean ± SD. **P < 0.01, and ***P < 0.001. Two-way ANOVA with Student-Newman-Keuls test.

**Figure 7:**
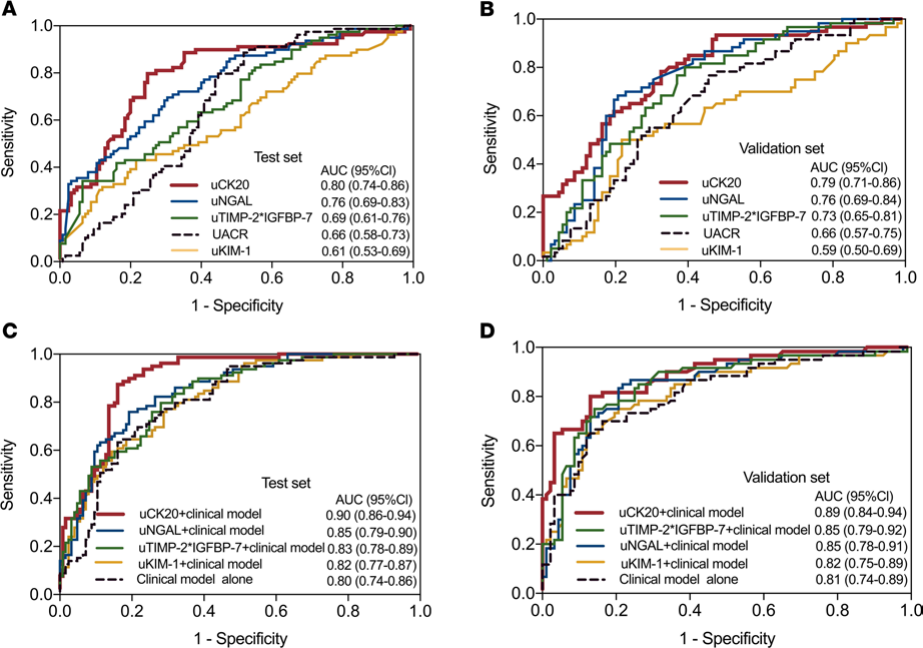
Performance of uCK20 alone or combined with a clinical model for predicting AKI to CKD or advanced CKD progression. (**A** and **B**) AUCs of uCK20 and other urinary injury biomarkers for predicting AKI to CKD or advanced CKD progression in the Test set (**A**) and Validation set (**B**). (**C** and **D**) AUCs of uCK20 or other kidney injury biomarkers combined with a clinical model for predicting AKI to CKD or advanced CKD progression in the Test set (**C**) and Validation set (**D**).

**Table 1:**
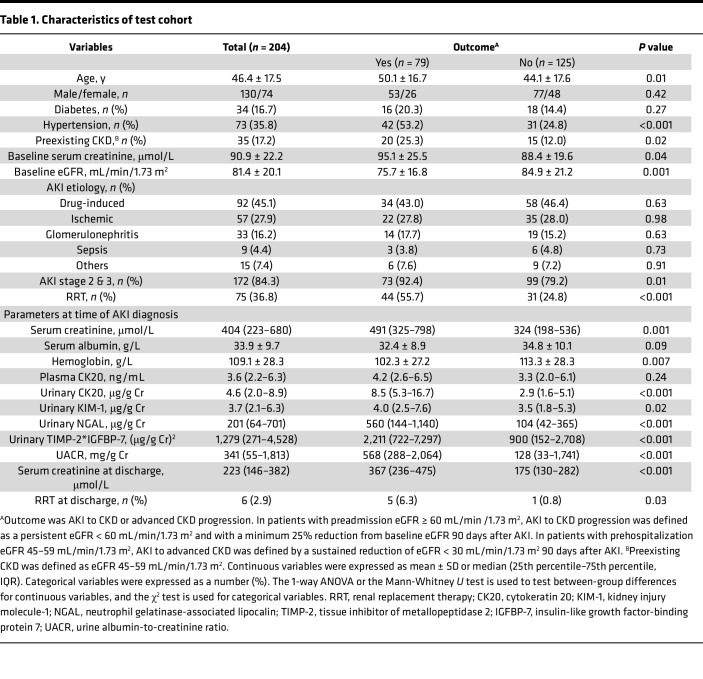
Characteristics of test cohort

**Table 2:**
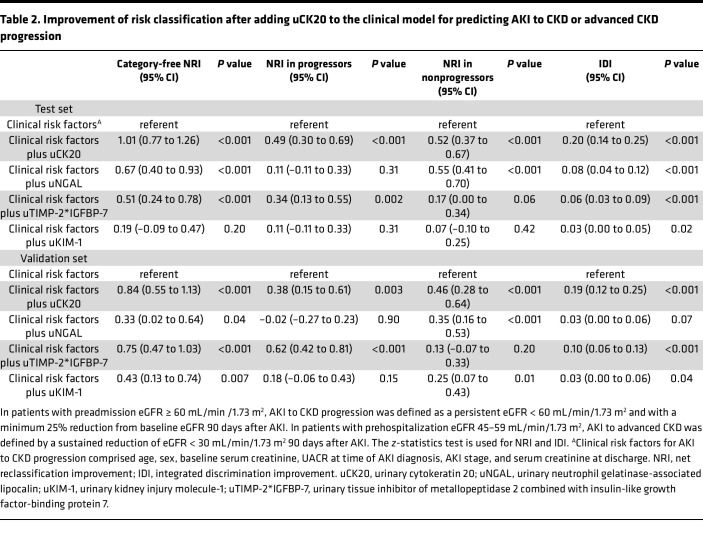
Improvement of risk classification after adding uCK20 to the clinical model for predicting AKI to CKD or advanced CKD progression

## Version 1 05/28/2024

In-Press Preview

## Version 2 07/08/2024

Electronic publication

# Supplementary material for: Urinary cytokeratin 20 as a predictor for chronic kidney disease following acute kidney injury
**Source:** JCI Insight. 2024 May 28;9(13):e180326. doi: 10.1172/jci.insight.180326
**Supplement:** ICMJE disclosure forms

ICMJE DISCLOSURE FORM

Date: 4/24/2024

Your Name: Rui Ma

Manuscript Title: Urinary cytokeratin 20 as a predictor for chronic kidney disease following acute kidney injury

Manuscript Number (if known): 180326-INS-CMED-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
Time frame: Since the initial planning of the work								
1	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.** ☒ None <table><tr><td></td><td></td></tr><tr><td></td><td></td></tr><tr><td></td><td>Click the tab key to add additional rows.</td></tr></table>						Click the tab key to add additional rows.	
	Click the tab key to add additional rows.							
Time frame: past 36 months								
2	Grants or contracts from any entity (if not indicated in item #1 above). ☒ None <table><tr><td></td><td></td></tr><tr><td></td><td></td></tr><tr><td></td><td></td></tr></table>							

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
3	Royalties or licenses	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board,	☒ None<br><table border="1"> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
	society, committee or advocacy group, paid or unpaid	<table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
11	Stock or stock options	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
12	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
13	Other financial or non-financial interests	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
Please place an "X" next to the following statement to indicate your agreement: ☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.									

ICMJE DISCLOSURE FORM

Date: 4/24/2024

Your Name: Han Ouyang

Manuscript Title: Urinary cytokeratin 20 as a predictor for chronic kidney disease following acute kidney injury

Manuscript Number (if known): 180326-INS-CMED-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.** ☒ **None** <table><tr><td></td><td></td></tr><tr><td></td><td></td></tr><tr><td></td><td>Click the tab key to add additional rows.</td></tr></table>						Click the tab key to add additional rows.	
	Click the tab key to add additional rows.							
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above). ☒ **None** <table><tr><td></td><td></td></tr><tr><td></td><td></td></tr><tr><td></td><td></td></tr></table>							

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
3	Royalties or licenses	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board,	☒ None<br><table border="1"> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
	society, committee or advocacy group, paid or unpaid	<table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
11	Stock or stock options	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
12	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
13	Other financial or non-financial interests	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
Please place an "X" next to the following statement to indicate your agreement: ☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.									

ICMJE DISCLOSURE FORM

Date: 4/24/2024

Your Name: Shihong Meng

Manuscript Title: Urinary cytokeratin 20 as a predictor for chronic kidney disease following acute kidney injury

Manuscript Number (if known): 180326-INS-CMED-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
Time frame: Since the initial planning of the work								
1	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.** ☒ None <table><tr><td></td><td></td></tr><tr><td></td><td></td></tr><tr><td></td><td>Click the tab key to add additional rows.</td></tr></table>						Click the tab key to add additional rows.	
	Click the tab key to add additional rows.							
Time frame: past 36 months								
2	Grants or contracts from any entity (if not indicated in item #1 above). ☒ None <table><tr><td></td><td></td></tr><tr><td></td><td></td></tr><tr><td></td><td></td></tr></table>							

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
3	Royalties or licenses	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board,	☒ None<br><table border="1"> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
	society, committee or advocacy group, paid or unpaid	<table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
11	Stock or stock options	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
12	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
13	Other financial or non-financial interests	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
Please place an "X" next to the following statement to indicate your agreement: ☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.									

ICMJE DISCLOSURE FORM

Date: 4/24/2024

Your Name: Jun Liu

Manuscript Title: Urinary cytokeratin 20 as a predictor for chronic kidney disease following acute kidney injury

Manuscript Number (if known): 180326-INS-CMED-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table> Click the tab key to add additional rows.						
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
3	Royalties or licenses	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board,	☒ None<br><table border="1"> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
	society, committee or advocacy group, paid or unpaid	<table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
11	Stock or stock options	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
12	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
13	Other financial or non-financial interests	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 4/24/2024

Your Name: Jianwei Tian

Manuscript Title: Urinary cytokeratin 20 as a predictor for chronic kidney disease following acute kidney injury

Manuscript Number (if known): 180326-INS-CMED-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table> Click the tab key to add additional rows.						
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
3	Royalties or licenses	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board,	☒ None<br><table border="1"> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
	society, committee or advocacy group, paid or unpaid	<table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
11	Stock or stock options	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
12	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
13	Other financial or non-financial interests	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
Please place an "X" next to the following statement to indicate your agreement: ☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.									

ICMJE DISCLOSURE FORM

Date: 4/24/2024

Your Name: Nan Jia

Manuscript Title: Urinary cytokeratin 20 as a predictor for chronic kidney disease following acute kidney injury

Manuscript Number (if known): 180326-INS-CMED-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table> Click the tab key to add additional rows.						
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
3	Royalties or licenses	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board,	☒ None<br><table border="1"> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
	society, committee or advocacy group, paid or unpaid	<table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
11	Stock or stock options	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
12	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
13	Other financial or non-financial interests	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 4/24/2024

Your Name: Youhua Liu

Manuscript Title: Urinary cytokeratin 20 as a predictor for chronic kidney disease following acute kidney injury

Manuscript Number (if known): 180326-INS-CMED-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table> Click the tab key to add additional rows.						
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
3	Royalties or licenses	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board,	☒ None<br><table border="1"> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
	society, committee or advocacy group, paid or unpaid	<table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
11	Stock or stock options	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
12	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
13	Other financial or non-financial interests	☒ None <table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 4/24/2024

Your Name: Xin Xu

Manuscript Title: Urinary cytokeratin 20 as a predictor for chronic kidney disease following acute kidney injury

Manuscript Number (if known): 180326-INS-CMED-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table> Click the tab key to add additional rows.						
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
3	Royalties or licenses	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board,	☒ None<br><table border="1"> <tr><td></td><td></td></tr> </table>									

How the deposited data were processed for this re-analysis (not part of the article)

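Cortex RNA of 24 mice was measured by the authors in 48 libraries, from the left kidney after 20 or 40 minutes of ischemia and from the right kidney as self-control, with 6 kidneys in each of 8 groups (ischemia time, day 1 or 3, and kidney). All 48 libraries were used, and samples were grouped by the deposited labels. The authors enriched mRNA, filtered reads with FastQC 0.11.7, aligned them to GRCm38 with HISAT2 2.1.0 and calculated expression with Ballgown, normalized by library size and length into FPKM. The deposited values are FPKM per Ensembl transcript, not read counts. They are not whole numbers, they sum to between 381308 and 421059 per library (median 400691), and for Krt8 and Krt18 on day 1 they lie within 0.1% of the FPKM in the paper's supporting values. Each of the 33953 transcripts reaches 0.5 FPKM in at least 1 library, which points to a filter that the paper's text does not name. Of these transcripts 33767 are protein-coding in GENCODE M21, and 82 were not found in it by identifier and were kept as their own features. No 2 libraries are identical.

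Transcripts were joined to gene symbols by Ensembl identifier without version, and FPKM was summed per symbol, giving 14238 symbols, of which 18 had more than 1 gene identifier, and 14320 features in all. The analysis used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Within each comparison, genes with a mean of at least 0.01 FPKM were kept, log2(FPKM + 0.01) was fitted with lmFit and eBayes with a trend, and p was adjusted by the method of Benjamini and Hochberg. A gene was called at an adjusted p under 0.05 and a fold of at least 2, and a difference of fold changes at an adjusted p under 0.05 alone. The comparisons were IRI against control for each ischemia time and day, 40-minute against 20-minute left kidneys for each day, and differences of fold changes between the ischemia times and between the days. Only the groups compared entered a fit. On simulated data with 200 changed genes per comparison, the same steps called 81% to 93% of the genes changed by a fold of 4 and 93% to 100% of those changed by a fold of 16. Unchanged genes made up 1.03% to 6.90% of the calls. The simulated noise was normal, independent between genes and of the same spread in all groups. Changed genes were drawn only above a minimum level in the control group. These rates thus do not cover changes of genes near 0 in the controls, unequal spreads or correlated genes. Single values were compared by exact permutation of the kidneys or exact sign flips over the mice, two-sided.

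The left and right kidney with the same number come from the same mouse. The deviations of the 2 kidneys from their group means were hardly related across genes: the median correlation over 6 mice was 0.0035 and 0.039 after 20 minutes (days 1 and 3) and 0.059 and -0.018 after 40 minutes, and the own right kidney was the closest for 1, 3, 3 and 1 of 6 left kidneys. The fit without the mouse as a block is the one reported, and the block is an alternative.

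Before the data were examined, 25 gene lists were written down from general knowledge: the kidney cytokeratins and the urinary injury markers of the study, proximal tubule transport and metabolism, loop of Henle with distal tubule and collecting duct, podocyte, endothelial, injured proximal tubule, macrophage, neutrophil, lymphocyte, extracellular matrix and fibroblast, cell cycle, cytokines and NF-kB, ferroptosis with necroptosis and pyroptosis, fatty acid oxidation and PPARA targets, oxidative phosphorylation, p53 targets and cell cycle arrest, acute phase and fibrinogen, AP-1 and immediate early, hypoxia and glycolysis, urothelium, blood, adrenal cortex, liver and adipose. The first 2 hold genes that the study picked, partly from these libraries. Other lists also hold genes that the paper shows in its Fig. 1. Among them are Krt20 (injured proximal tubule), Trem2 and Msr1 (macrophage) and Cyp4a14 (fatty acid oxidation and PPARA targets). For such lists the counts and camera calls are partly circular, since these members were known to be higher in the same libraries. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. Counts are given out of the members tested in a comparison. Members without a value from the authors or below the filter are left out, which can raise the share called. Of 12 neutrophil genes listed, for example, 8 were tested. The rule for the genes named was also fixed then: every gene the paper names or whose protein it measures, the 5 genes with the largest rise and the 5 with the largest fall per comparison among those called without overlap of the groups and with a mean of at least 1 FPKM in the higher group, and the 3 members of each list with the smallest adjusted p. Some genes that the rule names are not reported here. The paper's values of the genes in its Fig. 1 and of the cytokeratins had been seen by then.

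The alternatives set before the data were examined were pseudocounts of 0.1 and 1 FPKM, no filter on low values, a filter at a mean of 1 FPKM, libraries scaled to an equal median over the genes with a mean of at least 1 FPKM, all 48 libraries in 1 fit, limma array weights, the mouse as a block, each transcript as its own feature, ratios of arithmetic and geometric means, camera with an estimated correlation, and leaving out each mouse or kidney in turn. Alternatives that leave out kidneys that lie apart, or mice whose controls differ in clock genes, or that take the paper's supporting values for the Krt20 controls listed at 0, were added later. An alternative planned for read counts (edgeR and DESeq2) was not run, since the values are FPKM. Counts of called genes were compared with those for 100 random splits of the same samples, and with all 32 exchanges of the kidneys within mice. In groups of 6, a value was taken as far from the others by Dixon's 95% critical value (0.625).

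Read pairs were estimated from the FPKM of 1509 genes with a single transcript, at 9470000 to 16000000 per library. In the controls 16 of the 19 values of Krt20 above 0 lie within 0.05 of a multiple of 0.5 read pairs (0.5 of a pair is a single mate), on its transcript of 1927 bases. Counting intervals are 95% Poisson intervals of the summed read pairs and cover counting error only. A day score was built from the 100 genes that rose and the 100 that fell most from day 1 to day 3 in the 40-minute left kidneys, among genes with a mean of at least 1 FPKM, leaving out the kidney scored, and scaled to 0 for the mean of day 1 and 1 for the mean of day 3. A clock score is the mean log2 of 10 genes that peak at dusk less that of 5 genes that peak at dawn. Both scores were defined after the values were seen. Histology, protein, urine and patient data of the paper were not analysed here.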

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

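The tests of the day score, of the clock genes, of the kidneys that lie apart and of the rise of the uroplakins against that of Krt20 were chosen only after the values were seen. The splits of the samples and the other tests on the rank of Krt20 were set before.

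The fold changes against the own controls differed between the 2 ischemia times on both days. On day 1, limma found 4259 of 14298 genes with a different log2 fold change against the own controls after 40 than after 20 minutes, 2638 with a higher and 1621 with a lower one. Genes of proximal tubule transport (17 of 25 lower, 20 when adjusted over the list alone) and of oxidative phosphorylation (15 of 17 lower, 16) moved further down after 40 minutes, and 13 of 19 matrix genes (15) further up. For Krt20 the difference of log2 fold changes was 4.90 on day 1 (adjusted p = 0.0050), and on day 3 it was 3.11 and not called (adjusted p = 0.057; called with the mouse as a block, adjusted p = 0.048, with pseudocounts of 0.1 and 1 FPKM and with array weights). On day 3 there were 4201 of 14301 genes, 2915 with a higher and 1286 with a lower fold change. There, 19 of 20 cell cycle genes (20 adjusted over the list alone) rose more after 40 minutes, with a median difference of 4.19, and 13 of 15 macrophage genes (14). The cell cycle list is the only one of the 25 that camera called with an estimated correlation (adjusted p = 0.0233), in this difference alone. Between day 1 and day 3, 1986 of 14297 genes had a different fold change after 40 minutes, 814 with a higher and 1172 with a lower one on day 3. Of 20 cell cycle genes 13 were higher on day 3 (14 higher and 1 lower adjusted over the list alone), of 25 proximal tubule genes 9 were higher and 1 lower, and of 9 endothelial genes 4 were lower. After 20 minutes there were 12 of 14271 genes (2013 had an unadjusted p under 0.05 in limma), and with the mouse as a block limma called 0, with 1901 at an unadjusted p under 0.05.

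In all comparisons but that of the days after 20 minutes, 1 of 100 splits of the samples, the real one, called as many genes. That argues against chance, although 100 splits cannot give a share below 1 of 100. The counts and the highest of the other splits were 233 and 3 (20 minutes, day 1), 3299 and 1198 (40 minutes, day 1), 580 and 46 (20 minutes, day 3), 3040 and 2 (40 minutes, day 3), 1955 and 206 (40 against 20 minutes, day 1) and 1735 and 968 (day 3). For the differences of fold changes they were 4259 and 1235 (day 1), 4201 and 2528 (day 3), and 1986 and 64 (day 3 against day 1 after 40 minutes). When the kidneys were exchanged within mice, 1 of 32 splits gave as many in each of the 4 comparisons with controls, and the highest others were 7, 1550, 46 and 753 in the order given first. For day 3 against day 1 after 20 minutes, 4 of 100 splits gave at least the 12 genes. That share lies under 0.05 and argues against chance, but another split gave 146 genes, many times the real count, and the 12 calls end with the mouse as a block and with libraries scaled to an equal median. Other alternatives raised the count, among them array weights and all 48 libraries in 1 fit, and leaving out 1 mouse gave 0 to 889. The count thus depends on the processing and on single mice, and is weak evidence of a difference between the days.

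The circadian clock genes, a group chosen after its values were seen, differed between the 2 kidneys of a mouse and between groups of controls. Dbp, which peaks at dusk, stood at 45.7 ± 8.53 FPKM (SD, n = 6) in the controls of 20-minute IRI on day 3 and at 1.19 ± 0.275 in those of 40-minute IRI on day 1, and Arntl, which peaks at dawn, at 1.20 ± 0.480 and 13.1 ± 1.87. Whether ischemia and reperfusion are the cause stays open: the left less right difference of the clock score was -2.80 ± 0.62 on day 3 after 20 minutes (below 0 in 6 of 6 mice) and 1.57 ± 2.33 on day 1 (above 0 in 5 of 6; exact permutation test between them, p = 0.0065), but 1.41 ± 0.70 and 1.44 ± 0.93 after 40 minutes (days 1 and 3, above 0 in 6 and 5 of 6), and an effect of ischemia can change with time. Kidneys taken at different times of day may be a source, since dusk and dawn genes moved against each other over the 24 mice (r = -0.917, Spearman rho -0.863, permutation p = 1e-05 for both, the smallest that 100000 permutations give; r = -0.931 without the 2 mice farthest out; r = -0.790, p = 0.0017 on deviations from the group means, permuted within groups). In single groups r was -0.975 and 0.019 after 20 minutes (days 1 and 3; exact p = 0.011 and 0.97) and -0.657 and -0.514 after 40 minutes (p = 0.14 and 0.32), so the relation passes in 1 of 4 groups alone, and any other change of clock phase would give the same sign.

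The left kidneys of 20-minute IRI day 1 replicate 6 and 20-minute IRI day 3 replicate 4 lie closer to the other day. The first has a day score of 0.648, where the other 5 of its group have 0.330 to 0.390 and the other 5 of day 3 have 0.573 to 0.751. The second has 0.179. Their clock scores are -0.51 (other 5 of day 1: 2.34 to 3.12; of day 3: -0.53 to 0.80) and 1.75. A mislabelled sample cannot be told apart from more or less injury in single kidneys. An exchange of these labels would give 4 of 4 scores closer to the other day, and 4 were, but the kidneys were picked by these scores, the second lies outside the range of either day in both, and its Krt20 (107 FPKM) lies above the 39.0 of the highest kidney of 20-minute IRI on day 1. For injury, 2 of 2 clock scores lie outside their group, but on day 1 the clock scores of the 40-minute kidneys (-0.54 to 1.05) also lie apart from the other 5 of 20-minute IRI, and on day 3 they overlap.

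Krt20 stands near the top of the ranking by fold, and control kidneys near 0 reads are a candidate source of part of its rank. With 1 FPKM added to every value, which takes most of the weight from the controls, Krt20 stayed within rank 10 in 3 of 4 comparisons (rank 10 and 3 on day 1, rank 2 on day 3 after 40 minutes) and was not called on day 3 after 20 minutes. More urothelium (its superficial cells hold CK20 too) than in the controls does not explain the rise: the 5 uroplakins summed rose by a smaller factor than Krt20 in 24 of 24 mice, with the highest control of the group as the control level of Krt20 (exact sign-flip p = 0.031 in each of the 4 groups of 6), and after 20 minutes they stood at 5.19 ± 4.77 FPKM against 1.65 ± 0.615 in the controls on day 1 and at 2.27 ± 1.57 against 3.77 ± 3.42 on day 3 (SD, n = 6 each). The RNA leaves open whether the urothelium present makes more Krt20 itself after IRI. On day 1 after 40 minutes the ratio of the uroplakins to Krt20 was 0.100 in replicate 6, at the bound set before. Since that bound was set for every kidney, this test cannot tell. In the other kidneys of the group the ratio was 0.0033 to 0.0138. The group means were 2.25 ± 1.85 FPKM for the uroplakins and 210 ± 97.5 for Krt20 (SD, n = 6 each). The explanation called for a ratio of means of at least 0.1, which they do not reach. On day 3 after 40 minutes the highest ratio was 0.137. After 20 minutes the uroplakins exceeded Krt20 in 3 of 6 kidneys on day 1 (ratio up to 6.14) and in 4 of 6 on day 3 (up to 2.56). In the paper's staining of 40-minute IRI kidneys, CK20 protein lay with the proximal tubule marker AQP1 and not with UMOD or AQP2.

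A value far from the others was sought in 52 sets of 6 values, each a cytokeratin gene or a score in 1 group of kidneys. Of these sets 12 had one, where chance alone gives about 1 in 20, or 2.6. The sets share kidneys and related measures, so the 12 are not independent. The kidneys 20-minute IRI day 1 replicate 6, 20-minute IRI day 3 replicate 4 and 40-minute IRI day 1 replicate 6 each appear more than 1 time. The ratio of the gap to the range is given for each, for genes on log2(FPKM + 0.01). For Krt20 it was 0.881 in 20-minute IRI day 3 replicate 4 (107 FPKM, others 1.29 to 2.19) and 0.737 in the control of 40-minute IRI day 1 replicate 3 (0, others 0.0428 to 0.0859), where it rests on the 0.01 FPKM added. For Krt8 it was 0.855 in 20-minute IRI day 3 replicate 4 (203 FPKM, others 56.0 to 67.5). For Krt18 it was 0.629 in 40-minute IRI day 3 replicate 6 (119 FPKM, others 92.1 to 101.2). For Krt7 it was 0.672 in 20-minute IRI day 3 replicate 5 (15.6 FPKM, others 7.74 to 9.75) and 0.670 in the control of 40-minute IRI day 3 replicate 4 (5.13 FPKM, others 6.95 to 8.08). In the day score it was 0.813 in 20-minute IRI day 1 replicate 6, 0.689 in 20-minute IRI day 3 replicate 4 and 0.841 in 40-minute IRI day 1 replicate 6 (score 0.887, others -0.115 to 0.044, day 3 0.701 to 0.851). The last also has Krt20 at 56.9 FPKM, where the others of its group have 131 to 304 and those of day 3 have 58.3 to 127, and its clock score lies within the range of day 3; without its mouse 3647 genes differed between the days after 40 minutes (1986 with it). In the clock score it was 0.784 in 20-minute IRI day 1 replicate 6, 0.727 in 40-minute IRI day 1 replicate 6 (1.05, others -0.54 to -0.11) and 0.686 in 40-minute IRI day 3 replicate 5 (-0.16, others 0.85 to 1.31).

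The controls of the 2 models, which the paper does not compare, differed in 64 genes on day 1 (32 higher and 32 lower in the controls of 40-minute IRI) and in 130 genes on day 3 (70 higher and 60 lower). Of these genes, 20 and 43 are also among the 1955 and 1735 that differ between the left kidneys of the 2 models, where independent calls would give 8.61 and 15.4. Krt20 was not called between the controls (log2 difference 0.48, adjusted p = 0.797 on day 1; 1.55, adjusted p = 0.262 on day 3).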

How the results depend on the processing

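Alternatives that leave out kidneys that lie apart or mice whose control clock genes differ, or that take supporting values for Krt20, were chosen after seeing the data; all others were set before. Over 42 results on whole comparisons, 477 of 584 values stayed, 100 moved, 2 were weaker, 5 stronger and 0 reversed. A tested value stayed when it lay on the same side of the test, and a count when it lay within 1.5 times the main count. A rank of Krt20 stayed only when it was identical. Ratios of means, and the lead of Krt20 over the next cytokeratin without 1 mouse, stayed when within 1 SD of the main value, with no test. Of 3147 values for 204 results on single genes, 3003 stayed, 111 were weaker, 33 stronger and 0 reversed. The cause was not tested, except where said. Dropping the filter moved none of them. Comparing edgeR with DESeq2 was not run, since the values are FPKM. An estimated 9470000 to 16000000 read pairs per library limit the folds of genes near 0 in the controls, as for Krt20.

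With 1 FPKM added to every value, which lowers the folds of weakly expressed genes by its construction, the counts of genes higher and lower were 72 and 34 (20 minutes, day 1; 170 and 63 otherwise), 1210 and 632 (40 minutes, day 1; 2244 and 1055), 147 and 125 (20 minutes, day 3; 333 and 247) and 1147 and 453 (40 minutes, day 3; 2187 and 853), and between the left kidneys 564 and 458 (day 1; 1116 and 839) and 663 and 180 (day 3; 1403 and 332). Krt20 was then at rank 10 and 3 on day 1 and 2 on day 3 after 40 minutes, its log2 fold change on day 3 after 20 minutes was 2.25 and not called, its lead over the next cytokeratin on day 1 after 20 minutes was 1.33, its difference of fold changes on day 3 was 4.01 (3.11 otherwise, adjusted p = 0.057), now called, and 20 genes differed between the days after 20 minutes (12 otherwise). With 0.1 FPKM added, its rank was 3 on day 1 and 3 on day 3 after 20 minutes and 1 on day 3 after 40 minutes, and the difference on day 3 was 4.00, called.

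With a filter at a mean of 1 FPKM, so that fewer genes were tested, 216 and 1444 were higher on day 3 after 20 and 40 minutes, and 21 differed between the days after 20 minutes. With libraries scaled to an equal median, 98 genes were lower on day 1 after 20 minutes (148 higher), limma found 0 between the days after 20 minutes (1931 at an unadjusted p under 0.05), and camera called 2 lists there (1 otherwise). Scaling also moved the split of higher and lower calls to 1724 and 1432 (40 minutes, day 1), 1853 and 1080 (40 minutes, day 3), 917 and 1024 (left kidneys, day 1) and 1134 and 477 (day 3). The median of the hypoxia list on day 1 after 40 minutes was 0.21, and -0.01 when scaled. With all 48 libraries in 1 fit, 408 genes were higher on day 1 after 20 minutes, and 221 differed between the days after 20 minutes. With array weights these were 476 and 1901, 3876 differed after 40 minutes, Krt20 was at rank 2 on day 1 and 4 on day 3 after 20 minutes, and its difference on day 3 was 3.77, called. With the mouse as a block, 50 genes were higher and 29 lower on day 1 after 20 minutes, the difference of Krt20 on day 3 stayed 3.11 and was called (adjusted p = 0.048), and 0 genes differed between the days after 20 minutes. The block changed no other count by over 1.5 times, and single calls lost with it were of 20-minute IRI. With each transcript as its own feature, 83 were higher on day 1 after 20 minutes, 3442 higher and 1691 lower on day 1 and 1425 lower on day 3 after 40 minutes, 1 and 654 differed between the days after 20 and 40 minutes, and Krt20 was at rank 4 (20 minutes, day 1), 6 and 5 (day 3, 20 and 40 minutes). By the ratio of arithmetic means, which leaves out genes at 0 in every control, Krt20 was at rank 1 and 6 on day 3 after 20 and 40 minutes. By that of geometric means, among genes above 0 in every control, it was at rank 1 after 40 minutes. With an estimated correlation camera called 0 lists in each comparison with controls (12, 15, 11 and 18 of 25 with the preset correlation, in the order given first), 0 between the left kidneys on either day (13 and 14), 0 and 1 for the differences between the ischemia times on days 1 and 3 (10 and 16), and 0 between the days after 20 and 40 minutes (1 and 7).

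Without the mice whose control clock genes differ, 626 genes were higher and 111 lower on day 1 after 20 minutes, with Krt20 at rank 2. With the paper's supporting values in the Krt20 controls listed at 0 on day 1 (2 after 20 and 1 after 40 minutes), its log2 fold change was 6.13 and 11.42 and its rank 2 in both models, other genes being left as they were. Without the kidneys that lie apart, 2338 differed between the days after 20 minutes. Leaving out single mice gave 21 (without replicate 4) to 486 (without replicate 6) higher and 23 (without replicate 4) to 85 lower genes on day 1 after 20 minutes, 210 (without replicate 6) to 386 higher on day 3 after 20 minutes, 0 to 889 (without day 1 replicate 6) between the days after 20 minutes and 1057 (without day 1 replicate 5) to 3647 (without day 1 replicate 6) after 40 minutes. The rank of Krt20 was 1 to 2 on day 1 in both models (2 without replicate 6 after 20 and without replicate 3 after 40 minutes), 1 to 8 (without replicate 4) on day 3 after 20 minutes and 3 to 4 after 40 minutes. Its difference on day 3 ranged from 2.54 to 4.03, and was called only without replicate 4 of 20-minute IRI.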

Differences from the paper's values

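Of the 10 genes in each panel, limma called 8 (Fig. 1B), 10 (Fig. 1C), 10 (Fig. 1E) and 10 (Fig. 1F) higher here, and 6, 6, 4 and 5 of them lie within rank 10 by fold here. The folds of Krt20 between the models in the paper's text match the values here.

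Of 33 folds in Fig. 1, read by eye, 19 are within range of the value here and 14 differ from it. A fold is taken to differ when it is more than 1.5 times higher or lower than the other and, except for Krt20 and for genes with a control at 0, also by more than the SD of the log2 ratio between mice. In Fig. 1B (20 minutes, day 1) the paper's fold of Krt20 is about 77 and the fold here is 124; it is within range without replicate 2 (99.2) and without replicate 3 (85.9), and not under the other alternatives set before the data were examined. With the paper's supporting values in the 2 of its 6 controls that are listed at 0, an alternative chosen after the values were seen, the fold is 70.1. For Timp1 the paper's fold is about 18 in Fig. 1B against the 54.3 found here, within range with a pseudocount of 0.1 FPKM (21.9) and with no other alternative. For Serpina3n it is about 17 in Fig. 1B against the 58.4 found here, with no alternative within range. For Il1f6 it is about 15 in Fig. 1B against the 39.3 found here, within range without replicate 3 alone (22.3).

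In Fig. 1C (40 minutes, day 1) the paper's fold of Lgi2 is about 140 and the fold here 343, with no alternative within range. For Timp1 it is about 140 in Fig. 1C against the 437 found here, and for Fosl1 about 130 in Fig. 1C against the 582 found here, both within range with a pseudocount of 0.1 FPKM alone (168 and 102). For Serpina3n it is about 95 in Fig. 1C against the 256 found here, with no alternative within range.

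In Fig. 1E (20 minutes, day 3) the paper's fold of Krt20 is about 47 and the fold here 82.6, within range with array weights (49.8), without replicate 4 (43.9) and without replicate 6 (69.3), and not under the other alternatives. For Serpina3n it is about 45 in Fig. 1E against the 72.0 found here, within range without replicate 1 (61.4) and without replicate 6 (46.9) alone.

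In Fig. 1F (40 minutes, day 3) the paper's fold of Ms4a4a is about 250 and the fold here 1421, and for Apoc2 about 120 in Fig. 1F against the 771 found here. Both are within range with a pseudocount of 0.1 FPKM alone (187 and 145). For Trem2 the paper's fold is about 120 in Fig. 1F against the 507 found here, and for Lgi2 about 82 in Fig. 1F against the 170 found here, both with no alternative within range. No fold is given here for Ccl20 and Lgi2 on day 1 after 20 minutes (1.67 ± 1.65 and 0.608 ± 0.638 FPKM after IRI, SD, n = 6), Vgf on day 1 after 40 minutes (7.21 ± 4.25) and Saa1 on day 3 after 20 minutes (2.23 ± 2.19), since each is listed at 0 in all 6 controls.

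The paper places Krt20 first in all 4 comparisons. Here it holds rank 1 on day 1 after 20 and after 40 minutes, rank 2 on day 3 after 20 minutes and rank 4 on day 3 after 40 minutes. On day 3 after 20 minutes it reaches rank 1 by the ratio of arithmetic means and at best over the sets without 1 mouse. The ranking by arithmetic means leaves out genes at 0 in every control, which have no ratio. After 40 minutes it reaches rank 1 with a pseudocount of 0.1 FPKM and by the ratio of geometric means among the genes above 0 in every control. The paper lists Ccl20 and Tnn among the genes higher on day 1 after 20 minutes. Here they were not called (adjusted p = 0.060 for Ccl20; log2 fold change 2.75, adjusted p = 0.16 for Tnn). limma with array weights and the set without replicate 6 call both, and Ccl20 is also called with all 48 libraries in 1 fit, without replicate 5 and, by an alternative chosen after seeing the values, without the mice whose controls differ in clock genes.

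In the paper's supporting values of day 1, Krt8 and Krt18 lie within 0.1% of the FPKM here in 24 of 24 libraries and Krt20 in 21 of 24. The other 3 Krt20 values are controls, at 0 here and at 0.04 to 0.05 FPKM in the paper. Krt19 and Krt7 are in 0 of 24 libraries within 0.1% (ratios of 0.850 to 0.908 and 0.737 to 1.77), and their folds do not differ by the criterion used.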

Other observations

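The gene lists in this part were written down before the data were examined, and the look at the clock genes in the last paragraph was chosen after the values were seen. Part of the genes of regulated cell death were higher after 40 minutes of ischemia. Of 17 genes of ferroptosis, necroptosis and pyroptosis, limma called 7 higher on day 1 and 9 on day 3, and none lower. After 20 minutes it called 0 of them on day 1 and 2 on day 3. Mlkl, whose protein opens the membrane in necroptosis, stood at 6.77 ± 2.10 FPKM 1 day after 40 minutes of ischemia and at 0.608 ± 0.564 in the controls (SD, n = 6 each), a log2 fold change of 3.76 (standard error 0.44, adjusted p = 1.2e-05). Ripk3, the kinase that activates it, rose by 3.39 (standard error 0.27, adjusted p = 4.3e-07). Acsl4, which loads membranes with lipids that ferroptosis oxidizes, rose by 1.76 on day 1 (standard error 0.10, adjusted p = 1.7e-08) and by 1.84 on day 3 (standard error 0.09, adjusted p = 6.0e-09). Hmox1, the heme-degrading enzyme, rose by 3.21 on day 1 (standard error 0.26, adjusted p = 4.5e-07). These genes separated all 6 IRI kidneys from all 6 controls. camera called the list after 40 minutes on day 1 (adjusted p = 0.029; 0.28 with an estimated correlation) and on day 3 (0.013; 0.070 with an estimated correlation). It also called the list after 20 minutes on day 1 (0.0036; 0.54 with an estimated correlation).

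Of the 8 genes of urinary injury markers, which the study chose, 4 were higher after 40 minutes on day 1 and 5 on day 3, and 3 after 20 minutes on each day (4 on day 3 adjusted over the list alone). Clu, which encodes clusterin, stood at 700 ± 77.3 FPKM 1 day after 40 minutes of ischemia and at 103 ± 22.3 in the controls (SD, n = 6 each; log2 fold change 2.78, standard error 0.13, adjusted p = 7.3e-09). Nuclear genes of oxidative phosphorylation had a median log2 fold change of -0.52 on day 1 and -0.41 on day 3 after 40 minutes, with 1 and 0 of 17 called lower. camera called them lower as a list (adjusted p = 1.5e-11 and 1.2e-08; 0.056 and 0.070 with an estimated correlation), and also after 20 minutes on day 1 (0.00076; 0.54 with an estimated correlation), where the median was -0.06. Of 16 genes of hypoxia and glycolysis 2 were higher and 2 lower on day 1 after 40 minutes, among the latter Vegfa, a growth factor of blood vessels (log2 fold change -1.18, standard error 0.10, adjusted p = 4.7e-07). The list had 1 gene higher in each of the other 3 comparisons with controls.

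Genes of other cell types and tissues that a piece of cortex can hold were called in part. Of 9 podocyte genes 1 was higher and 1 lower on day 3 after 40 minutes, and none was called by limma in the other 3 comparisons with controls. Of 9 endothelial genes 1 was called, Pecam1 on day 1 after 40 minutes (1.02, standard error 0.16, adjusted p = 0.00013). Of 8 lymphocyte genes 1 was higher and 1 lower on day 1 after 40 minutes (0 adjusted over the list alone), and 3 were higher and 1 lower on day 3 (0 lower adjusted over the list alone). Of 7 urothelial genes 2 were higher after 40 minutes on day 1, Krt5 (log2 fold change 5.81, standard error 0.98, adjusted p = 0.00022) and Krt14 (6.05, standard error 0.90, adjusted p = 8.0e-05), and 4 on day 3. Of 5 blood genes 3 were lower after 40 minutes on day 3. Of 2 adrenal cortex genes 1 was higher there, Mc2r (3.30, standard error 0.75, adjusted p = 0.0022; 0.324 FPKM). Of 5 adipose genes 5 and 3 were higher after 40 minutes (days 1 and 3), and 1 and 2 after 20 minutes. Of 6 genes that mark liver, 3 were lower after 40 minutes on each day, and 1 was higher after 20 minutes on each day. Among them Serpina1a, a gene of the protease inhibitor alpha-1 antitrypsin, fell by 3.31 on day 1 after 40 minutes (standard error 0.44, adjusted p = 3.0e-05). Serpina1c, of the same family, fell by 8.30 (standard error 1.01, adjusted p = 1.5e-05), with 3 of 6 IRI kidneys at 0, where the ratio of means gives 6.17.

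From day 1 to day 3 after 20 minutes of ischemia, the fold change of 12 genes differed, and 4 of them are among the 15 clock genes tested: Arntl, with a fold change higher on day 3 (log2 difference 3.55, standard error 0.69), and Per2 (-2.88, standard error 0.54), Ciart (-5.28, standard error 0.95) and Tef (-1.41, standard error 0.22), with lower ones (adjusted p = 0.028 for Tef and 0.045 for the others). The calls of all 12 end with the mouse as a block and with libraries scaled to an equal median. On day 3 after 20 minutes 6 of 10 genes that peak at dusk were lower and 3 of 5 that peak at dawn higher than in the controls. After 40 minutes 6 of the 10 were higher and 1 lower on day 1, and 5 were higher on day 3. The other 8 genes, chosen after their values were seen, were Kctd17, Ndrg1, Slc25a30, Tdrd5 and Ypel2, higher on day 3, and Armh3, Eps8l2 and Ppp1r16b, lower. The log2 fold change of Krt20 differed between the days by -0.58 after 20 minutes (adjusted p = 0.90) and by -2.36 after 40 minutes (adjusted p = 0.032). The latter was not called with all 48 libraries in 1 fit (adjusted p = 0.22), with each transcript as its own feature (0.091) or without any one of replicates 1 to 5 of day 1 or 3 to 5 of day 3.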
